# Consequences of collagen induced inflammatory arthritis on circadian regulation of the gut microbiome

**DOI:** 10.1096/fj.202201728R

**Published:** 2022-12-15

**Authors:** Devin Amanda Simpkins, Polly Downton, Kathryn J. Gray, Suzanna H. Dickson, Robert J. Maidstone, Joanne E. Konkel, Matthew R. Hepworth, David W. Ray, David A. Bechtold, Julie Elizabeth Gibbs

**Keywords:** arthritis, circadian, colon, lactobacillus, microbiota

## Abstract

The gut microbiota is important for host health and immune system function. Moreover autoimmune diseases, such as rheumatoid arthritis, are associated with significant gut microbiota dysbiosis, although the causes and consequences of this are not fully understood. It has become clear that the composition and metabolic outputs of the microbiome exhibit robust 24 h oscillations, a result of daily variation in timing of food intake as well as rhythmic circadian clock function in the gut. Here, we report that experimental inflammatory arthritis leads to a re‐organization of circadian rhythmicity in both the gut and associated microbiome. Mice with collagen induced arthritis exhibited extensive changes in rhythmic gene expression in the colon, and reduced barrier integrity. Re‐modeling of the host gut circadian transcriptome was accompanied by significant alteration of the microbiota, including widespread loss of rhythmicity in symbiont species of *Lactobacillus*, and alteration in circulating microbial derived factors, such as tryptophan metabolites, which are associated with maintenance of barrier function and immune cell populations within the gut. These findings highlight that altered circadian rhythmicity during inflammatory disease contributes to dysregulation of gut integrity and microbiome function.

**Abbreviations**
BA: bile acid
CFA: Complete Freund's Adjuvant
CIA: collagen induced arthritis
EAE: experimental autoimmune encephalitis
IEC: intestinal epithelial cell
RA: rheumatoid arthritis
SCFA: short chain fatty acid
ZT: zeitgeber time

## 1 INTRODUCTION

The gut microbiome is composed of trillions of microorganisms (bacteria, archaea, viruses and eukaryotic microbes) which function to break down food in the gastro‐intestinal tract. This diverse community plays a critical role in shaping the host immune system, maintaining the integrity of the gut barrier and promoting immunological tolerance.^1^, ^2^ The composition of the bacterial community colonizing the intestinal tract is determined by multiple factors including diet and host immune responses. Conversely, the microbiota modulates host immunity through both direct host‐microbial interactions and via the action of microbial metabolites on host cells. Thus host‐microbial interactions are bi‐directional. Depletion of the microbiota (germ‐free animals or via antibiotic treatment) is associated with reduced susceptibility and attenuated symptoms of autoimmune diseases including experimental autoimmune encephalitis (EAE),^3^, ^4^ uveitis^5^ and inflammatory arthritis.^6^ Furthermore, there is a long‐established link between microbial dysbiosis and human inflammatory diseases such as inflammatory bowel disease^7^ and rheumatoid arthritis (RA).^8^ Several studies using single time point fecal sampling have identified perturbations in the gut microbiota in RA patients.^9^, ^10^, ^11^

Circadian (24 h) variation in the composition and activity of the microbiota adds a new dimension to our understanding of interactions between this community and host immunity.^12^ Recent studies have demonstrated that the composition, functional capacity, biogeographical localization and metabolic outputs of the gut microbiota varies over the course of the 24 h day.^13^, ^14^, ^15^, ^16^ Furthermore, daily rhythms in the microbiota are important for host health with loss of rhythmicity associated with altered intestinal innate and adaptive immunity^17^, ^18^, ^19^ and metabolic dysfunction.^20^ Mechanisms driving daily oscillations in the microbiome are not fully understood, but these rhythms are clearly influenced by dietary composition^14^ and host behavioral rhythmicity, including timing of food intake,^13^, ^14^ also by the host circadian clock acting through neural and humoral outputs.^13^, ^16^ We have identified rhythmic secretion of immunoglobulin A (IgA) as an important mechanism driving oscillations in the abundance of a number of commensal bacteria^21^ and more recently a critical role for the intestinal epithelial cell (IEC) clock in driving the rhythmic microbiome has been demonstrated.^22^

The circadian clock regulates a huge range of physiological processes via temporal control of cellular function. The nature of this regulation is cell, tissue and organ dependent, with 43% of all protein coding genes showing circadian rhythms in transcription somewhere in the body.^23^ In brief, 24 h rhythms in cellular functions are regulated by a molecular transcriptional‐translational feedback system involving a small group of core clock proteins (reviewed in Ref. [24]). BMAL and CLOCK drive expression of *Period* and *Cryptochrome*. The protein products PERIOD and CRYPTOCHROME in turn inhibit CLOCK/BMAL promoted gene expression. The whole process takes approximately 24 h. Further proteins, REV‐ERBs and RORs form an auxiliary loop which contributes to the robustness of clock function.^25^, ^26^ Disruption of the clock through gene knockout or environmental manipulation leads to disordered rhythms in the microbiota, although this is to some extent secondary to altered feeding patterns.^10^, ^15^

Our recent work illustrates that in the setting of inflammatory arthritis, clocks within resident and recruited immune cells show reduced amplitude at the site of inflammation^27^ which corresponds to our understanding of the effect of inflammatory mediators on the core clockwork machinery, acting on REV‐ERB expression in particular.^28^ In addition, we have recently identified that chronic joint inflammation leads to temporal re‐organization of clock‐regulated processes at distal sites, including liver and muscle.^29^ We now want to assess how chronic inflammatory arthritis affects the core clock and clock regulated processes within the gut and ask what the consequences are of any change for the microbiota and its metabolic outputs.

## 2 MATERIALS AND METHODS

### 2.1 Animal studies

All experimental procedures were carried out under the UK Animals (Scientific Procedures) Act 1986 and were subject to local ethical review from the University of Manchester Animal Welfare and Ethical Review Board. All animals were housed in isolated ventilated cages under a 12:12 light:dark cycle, where zeitgeber time 0 (ZT0) refers to lights on and ZT12 refers to lights off. Animals had *ad libitum* access to normal chow, and naïve and arthritic mice were co‐housed.

### 2.2 Collagen induced arthritis (CIA)

Male DBA/1 mice (Envigo, 9–10 weeks) were immunized (day 0) with intradermal injections (50 μl in two separate sites above the tail) of bovine type II collagen (MD biosciences, Switzerland) emulsified in Complete Freund's adjuvant (CFA, MD biosciences) at 1 mg/ml. A boost of bovine type II collagen (diluted to 1 mg/ml in saline) was administered intraperitoneally on day 21. Both the immunization and the boost were administered in the mid‐light phase (ZT6). Disease developed from day 18 (peak incidence at day 23 – day 29) and animals were scored for disease severity on a scale of 0–4 per limb.^30^ Colonic tissue, whole caecum, terminal blood and fecal samples were collected at ZT0, ZT4, ZT8, ZT12, ZT16 or ZT20, 7 days after the development of disease symptoms in CIA mice or at matched time points in naïve co‐housed mice.

### 2.3 RNA sequencing

A 5 mm section of mid‐colon was snap frozen and prepared for RNA Seq. Tissue was transferred to a Lysing matrix D tube containing Trizol. Tissue was homogenized using a Bead Mill homogenizer. RNA was extracted using chloroform then precipitated using isopropanol. After washing with 75% ethanol, the RNA pellet was re‐suspended in RNase free water (50 μg/ml). Sequencing library preparation and sequencing was performed by the University of Manchester Genomic Technologies Core Facility. Sample quality was determined using a 2200 TapeStation (Agilent technologies). Libraries were generated using the TruSeq Stranded mRNA assay (Illumina Inc) according to the manufacturer's protocol. The multiplexed libraries were analyzed by paired‐end sequencing on a HiSeq 4000 instrument (76 + 76 cycles, plus indices), then demultiplexed and converted using bcl2fastq software (v2.17.1.14, Illumina). Adaptors were removed and ends trimmed using Trimmomatic (v0.36), then reads were mapped against the mouse genome (mm10/GRCm38) using STAR (v2.5.3). Reads were counted, normalized and annotated in R using the Rsubread (v1.28.1), edgeR (v3.30.3) and biomaRt (v2.44.0) packages, respectively.

Differential expression analysis was run in RStudio using edgeR (v3.28.1) (and then additional packages listed in Table S1) using quasi‐likelihood F (QLF) test. Genes were considered to be differentially expressed (DE) if false discovery rate (FDR) was <0.05 and log fold change of <−2 or <2. Rhythmicity analysis was completed in R studio using compareRhythms^31^ whereby differentially rhythmic (DiffR) genes were identified by comparing rhythmicity patterns between two treatments to classify genes as arrhythmic or as having a “gain”, “loss”, “change” or the “same” rhythmic pattern. Pathway analysis of selected gene lists used the Enrichr web tool^32^, ^33^ to detect significantly enriched pathways within the KEGG 2019 mouse database.

### 2.4 IgA and albumin ELISA

Fecal pellets were re‐suspended in PBS (1 mg/ml) and homogenized (Bead Mill 24 homogenizer, FisherBrand). Samples were then centrifuged 3 times at 200*g*, 8000*g* and 10 000*g* for 5 min each, removing the pellet each time. The final supernatant was retrieved and stored at −80°C until use. Total concentration of fecal IgA was determined by ELISA using a commercial kit (Bethyl laboratories, USA) as per manufacturer's instructions. Briefly, plates were coated with purified anti‐mouse IgA antibody and incubated at RT for 30 min. After 5× washes (PBS‐0.05% tween 20) wells were blocked with 1% bovine serum albumin (Sigma‐Aldrich, St Louis, MO) and incubated at RT for 30 min. Plates were washed and then duplicate standards or stool samples (diluted 1:8) were added to the plates and incubated at RT for 1 h. After further washes the plates were incubated with HRP conjugated goat anti‐mouse IgA detection antibody (0.1 mg/ml diluted to 1:30 000) at RT for 1 h. Plates were washed and 50 μl of substrate reagent (R&D systems) was allowed to develop. The reaction was stopped by adding 100 μl of 0.16 M H_2_S0_4_ to each well. The absorbance of the plates was detected at 450 nm (Promega GloMax).

Total concentration of fecal albumin was determined by ELISA using a commercial kit (Bethyl laboratories, USA) as per manufacturer's instructions. Briefly, plates were coated with purified goat anti‐mouse albumin antibody and incubated at RT for 30 min. After washing and blocking (described above) duplicate standards or stool samples were added to the plate and incubated at RT for 1 h. After washes the plates were incubated with HRP conjugated goat anti‐mouse albumin detection antibody (0.1 mg/ml diluted to 1:15 000 in 1 × PBS‐tween 20) at RT for 1 h.

### 2.5 Fluorescein isothiocyanate (FITC)‐dextran assays

FITC‐dextran assays were utilized to assess gut barrier permeability prior to induction of arthritis (day ‐1) and during the symptomatic stage (day 27 onwards). For controls, a naïve group of mice was assayed across both timepoints. Animals were fasted for 3 h, then gavaged at ZT0 with 150 μl of 40 mg/ml 4 kDa FITC‐dextran (Sigma) in sterile water. After 4–5 h a blood sample (50 μl) was collected via the tail vein into lithium heparin coated collection tubes (Greiner). Samples were centrifuged (10 000*g*, 10 min) and the resultant plasma was diluted 1 in 4. 100 μl of each sample was added to a 96 well plate to assess fluorescence (Promega GloMax plate reader, 485 nm excitation/528 nm emission). Values were interpolated based on the standard curve created using FITC‐dextran diluted in sterile water.

### 2.6 Histology

Colons were excised from animals and prepared for histology.^34^ In brief, colons were flushed and fixed with modified Bouin's solution (50% ethanol, 5% acetic acid in distilled water) using a syringe and gavage needle. The intestinal section was then opened longitudinally, rinsed briefly in PBS and rolled from the proximal end into a “swiss roll”, before transferring to a tissue‐processing cassette. The sample was placed in 10% buffered formalin overnight (RT) and then dehydrated through ethanol and xylene before being embedded in paraffin blocks and sectioned at 5 μm thickness (Leica RM2255 microtome). Sections were mounted onto X‐tra™ Adhesive slides (Leica). Hematoxylin and eosin staining was performed using standard protocols. Images were taken using the 3D‐Histech Pannoramic‐250 microscope slide‐scanner. Histology images were processed using the opensource software FIJI.^35^

### 2.7 Flow cytometry (lamina propria)

Excised colons were cleared of fecal matter, cut longitudinally and rinsed in ice cold PBS before transfer to PBS containing 2% FBS on ice. Tissue was subsequently transferred into PBS containing 2 mM EDTA and 1 mM DTT then incubated for 15 min at 37°C, shaking at 180 rpm, then filtered (70 μm). The tissue was incubated in a digestion enzyme cocktail (Collagenase V (0.85 mg/ml); Collagenase D (1.25 mg/ml); Dispase II (1 mg/ml) and DNase (30 μg/ml)) for 25 min, before vortexing, filtering (40 μm) and re‐suspending cells. Cell staining was carried out in a 96‐well V‐bottomed plate. After live/dead staining (LIVE/DEAD fixable blue dead stain kit, ThermoFisher Scientific) and blocking (1:100 anti mouse CD16/CD32, Fisher Scientific, UK) cells were stained with a panel of antibodies (Table S2). All extracellular antibodies were utilized at 1:200 and intracellular at 1:100. Amine Reactive Compensation beads (Thermo Fisher Scientific) were utilized with the live/dead stain for compensation controls. One Comp eBeads (ThermoFisher Scientific) were utilized to produce single stained compensation controls. Samples were analyzed on a BD LSR Fortessa Flow cytometer and data collected using FACSDiva software. Data analysis was performed using Flow Jo Version 10.7.1.

### 2.8 16S rRNA sequencing

Fecal samples were collected from the terminal end of the colon (2–3 pellets/mouse), frozen and stored at −80°C. The samples were collected at 6 time points: ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20. Bacterial DNA was isolated using the DNeasy PowerSoil kit (Qiagen) according to manufacturer's instructions. DNA was eluted in 10 mM Tris–HCL buffer pH 8.5. 20 μl of PCR product (1 ng/μl) was sequenced by the University of Liverpool Centre for Genomic Research, using the primers which spanned the variable region 2 (V4) of the 16S rRNA gene:

Forward: 5′‐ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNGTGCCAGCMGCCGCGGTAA‐3′.

Reverse: 5′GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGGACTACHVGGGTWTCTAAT‐3′.

PCR products were then sequenced with the Illumina MiSeq platform, using 2 × 250 paired‐end sequencing. This generated 200 000–400 000 reads per sample. Fastq files were then trimmed and reads shorter than 20 bp were removed.

The reads were then processed using Centaurus Galaxy Server, Galaxy for the University of Manchester at the Faculty of Biology, Medicine and Health (FBMH). Briefly, reads were paired and taxonomic information was mapped to operational taxonomic unit (OTU) using the reference database Silva. Data was visualized using RStudio (http://www.rstudio.com/) and additional packages (Table S1).

### 2.9 Metabolomics

#### 2.9.1 Short chain fatty acids (SCFA)

Caecal samples were snap frozen at the time of collection. Levels of short chain fatty acids (SCFAs) were quantified by Metabolon (Durhan, NC, USA) using an Agilent 1290/AB Sciex QTrap 5500 LC–MS/MS system equipped with a C18 reversed phase UHPLC column (Metabolon method TAM135). The tissue was spiked with stable labeled internal standards and the following quantified: acetic acid (C2), propionic acid (C3), isobutyric acid (C4), butyric acid (C4), 2‐methyl‐butyric acid (C5), isovaleric acid (C5), valeric acid (C5) and caproic acid (Hexanoic acid, C6).

#### 2.9.2 Global un‐targeted metabolomics

Terminal blood was collected in EDTA‐coated tubes and stored on ice prior to centrifugation at 3000*g* for 10 min at 4°C. Plasma was transferred to a cryovial and flash frozen in liquid nitrogen. Global metabolite profiling of plasma samples was performed by Metabolon (Durham, NC, USA). Samples were analyzed using the HD4 platform, which uses ultrahigh performance liquid chromatography‐tandem mass spectrometry (UPLC‐MS/MS) methods for metabolite detection. Peaks were quantified by area under the curve, and normalized to set metabolite median value to one.

### 2.10 Data analysis

Differential rhythmicity analysis was performed using compareRhythms R package (v0.99.0).^29^, ^31^ A model selection approach was used with genes being assigned to either arrhythmic, gain of rhythm, loss of rhythm, same rhythm in both, or a change in rhythm. A probability of being in a category of at least 0.6 was required for assignment. Rhythmicity analysis was run using the JTK‐cycle functionality of MetaCycle (v1.2.0), with period length fixed to 24 h. Microbes and metabolites were considered to oscillate if the JTK‐cycle adj*p* < .05. Statistical analysis was performed using GraphPad Prism version 7.0. Unless stated otherwise, data is presented as mean ± standard error of the mean (SEM). Comparisons between two groups were made using two‐tailed Student's *t* tests. Comparisons between multiple groups were made using one‐way ANOVAs and appropriate post‐hoc tests with correction for multiple comparisons as defined in the figures. Where two variables (e.g., time‐of‐day and treatment) were included, two‐Way ANOVAs were utilized with appropriate post‐hoc tests with correction for multiple comparisons as defined in the figures.

## 3 RESULTS

### 3.1 Rhythmic transcriptional programs within the colon become re‐organized in CIA

To assess the consequences of chronic inflammatory arthritis on the rhythmic transcriptome of the gut, RNA Seq was performed on whole colonic tissue samples collected around the clock from naïve and arthritic (CIA) mice. 

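RNA was sequenced from mid-colon sections of 60 male DBA/1 mice, 30 with CIA and 30 naïve. Each treatment had 5 mice at each of 6 time points, spaced 4 h apart from ZT0 to ZT20, and each mouse gave 1 library. The authors trimmed the paired-end reads, aligned them to GRCm38 and counted them per gene, and the deposited table holds raw counts for 27179 genes. Total counts ranged from 31382664 to 57564488 per CIA library (median 45528580) and from 25840240 to 61425974 per naïve library (median 43267100). Of these genes, 18057 passed edgeR's filter on low counts, set with the 12 groups of treatment and time. Counts were scaled by the trimmed mean of M-values, and levels are given as CPM (mean ± SD), with n = 30 mice per treatment unless stated. Treatments were compared over all time points with edgeR's quasi-likelihood F test. Log2 fold changes are CIA over naïve, with a standard error (SE) derived from the F statistic of that test. The p values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. For pathways and cell types, 53 gene lists were written before the data were examined, as were the main tests and the filter; the rule for which genes are named was narrowed later, and some alternatives were added later. These lists stand in for the KEGG and xCell gene sets, which were not used here. A list's score in a library is the mean log2 CPM of its tested members. Scores were compared by a two-sided permutation test within time points with 100000 resamples, adjusted over the 53 lists. The smallest p that the resamples can give, 1e-05, became 4.42e-05 after this adjustment. Gene identifiers are those of the deposited table, and positions are from the RefSeq annotation of GRCm38.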

CompareRhythms^31^ was used to assess transcript rhythmicity between naïve and arthritic mice. 

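The compareRhythms package was not used here, and the model selection it describes was run with limma. For each gene, 5 linear models of log2 CPM (prior count of 2) were fitted, with a mean per treatment and a 24 h cosine and sine. They describe a gene that is arrhythmic, rhythmic in naïve mice alone (loss), rhythmic in CIA mice alone (gain), rhythmic alike in both (same), or rhythmic in both with another amplitude or phase (change). A gene took the class whose Schwarz weight was at least 0.6. This left 6441 arrhythmic genes and 4037 genes that reached the weight in no class. Beside this selection, edgeR and limma each tested whether the cosine and sine terms differed between treatments. Amplitudes are given on the log2 scale and peak times as ZT hours.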

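In the colon the activator Arntl (Bmal1; gene 11865, chromosome 7, 113178471 to 113314126) peaked at ZT23.3 in naïve mice and at ZT23.1 in CIA mice, with amplitudes of 1.76 and 1.62. The repressor Nr1d1 (Rev-erbα; chromosome 11, 98767932 to 98775377) peaked at ZT8.39 and ZT7.67, and the output gene Dbp at ZT10.3 and ZT10.1. Per1 peaked at ZT11.7 in naïve and ZT11.3 in CIA mice, and Cry1 at ZT19.4 and ZT19.1. Clock had the smallest amplitude of the core clock genes with a shared rhythm, 0.22 in naïve and 0.16 in CIA mice. Per2 (gene 18627, chromosome 1, 91415977 to 91459351), which encodes a repressor of Arntl and Clock, peaked at ZT15.8 in naïve mice and at ZT14.3 in CIA mice. At ZT0 its level was 19.9 ± 2.10 CPM in CIA and 45.5 ± 21.6 CPM in naïve mice (SD, n = 5; edgeR adjusted p = 0.0808 at that time point). Of 19 core clock genes, 16 took the class same, Per2 the class change, and Rora was arrhythmic. The difference in rhythm of Per2 had an adjusted p = 0.00969 from edgeR when adjusted over the list alone, and an adjusted p = 0.677 over all genes. The clock score was 4.73 ± 0.482 in CIA mice and 4.62 ± 0.470 in naïve mice (permutation test, adjusted p = 0.0482; higher in CIA at 6 of 6 time points). Across the day Cry2 was higher in CIA mice, with a log2 fold change of 0.26 (SE 0.10, adjusted p = 0.0400); it did not pass when adjusted over the list alone, and the call held in 42 of 60 runs that each left out 1 library, and 2 clock genes were higher without CIA ZT4 replicate 4. In camera the clock list had an adjusted p = 0.524, with an estimated correlation an adjusted p = 0.881 and in fry an adjusted p = 0.285, and its median log2 fold change was 0.013. In a linear model with time the clock score differed by 0.11 (SE 0.048), and with the smooth muscle score as a covariate it did not pass, at 0.065 (SE 0.062). With Akaike weights in place of Schwarz weights, Cry2, Nr1d1 and Per3 also took the class change, and at a weight of at least 0.8 they took no class. Nr1d1 took the class change without Naive ZT4 replicate 4 and CIA ZT4 replicate 4, and without Naive ZT0 replicate 5 and CIA ZT12 replicate 2 Cry2 took it and Per3 took no class. At ZT4, Arntl stood apart from the other 4 mice of its group in 1 naïve and in 1 CIA library.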

Examination of the temporal expression of genes encoding the core clockwork machinery confirms that the gut clock remains predominantly intact in inflammatory arthritis (Figure 1A), although minor changes were observed in the rhythmic expression of *Per2* and *RORc*. We found that 6901 transcripts (55.7% of all detected) were identified as rhythmic in colonic tissue from naïve animals (Figure 1B,C). These mapped onto a wide range of pathways including cell cycle, DNA replication and protein processing (Figure 1D). 

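Among the genes with a shared rhythm and a mean of at least 10 CPM, the clock outputs Ciart and Dbp had the largest amplitudes, 3.00 and 2.75 in naïve mice and 3.02 and 2.77 in CIA mice. Outside the clock, Nos2 (gene 18126, chromosome 11, 78920787 to 78960226), which encodes the inducible nitric oxide synthase, peaked at ZT8.16 in naïve mice and ZT7.28 in CIA mice. Its amplitude was 1.59 in naïve and 2.40 in CIA mice. The sugar phosphate transporter gene Slc37a2 (chromosome 9, 37229149 to 37255738) peaked at ZT5.51 and ZT7.54, with amplitudes of 2.29 and 2.09. St8sia5 and Cyp2d12 also peaked in the light phase in naïve mice, at ZT5.39 and ZT5.92. Of the 18057 genes tested, 7146 (39.6%) were rhythmic in naïve mice and 6740 (37.3%) in CIA mice, and 6265 of these had the same rhythm in both. In that class the median amplitude was 0.21 in naïve and 0.20 in CIA mice, and 3504 genes (55.9%) had the larger amplitude in naïve mice. limma's F test within each treatment called 6663 genes rhythmic in naïve mice and 5371 in CIA mice. The share rested on the genes tested: it was 31.1% of 23577 genes with no filter on low counts and 48.4% of 11960 genes with a mean of at least 5 CPM. An amplitude of at least 0.5 was reached by 1209 of the genes rhythmic in naïve mice.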

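Of 34 DNA replication genes with the same rhythm in both treatments, 32 peaked in the dark phase (ZT12 to ZT24) in naïve mice and 30 in CIA mice. Among genes of this class in other lists, 39 of 40 of protein processing, 14 of 14 of heat shock and 52 of 76 of the cell cycle peaked there in naïve mice. Of 17 proliferation markers 2 did so, and of 38 ribosomal protein genes 0. Mcm2 (gene 17216, chromosome 6, 88883474 to 88898780), a subunit of the replicative helicase, peaked at ZT19.8 in naïve mice and ZT20.6 in CIA mice, with amplitudes of 0.69 and 0.57. Pold1 (chromosome 7, 44532744 to 44548815), the catalytic subunit of DNA polymerase delta, peaked at ZT21.2 and ZT22.0. Plk1, a kinase of mitosis, peaked later, at ZT0.779 in naïve and ZT1.75 in CIA mice, with an amplitude of 0.19 and 0.23. Sec61a1 (chromosome 6, 88503607 to 88518800), which forms the channel into the endoplasmic reticulum, peaked at ZT19.9 and ZT20.2. Of 35 DNA replication genes, 34 had the same rhythm in both treatments, as did 17 of 18 proliferation markers and 76 of 118 cell cycle genes. The same class held 40 of 51 genes of protein processing in the endoplasmic reticulum, 14 of 15 heat shock genes and 38 of 56 cytosolic ribosomal protein genes. In a one-sided Fisher's exact test against all genes tested, the adjusted p was 2.72e-13 for DNA replication, 1.10e-09 for the cell cycle and 3.47e-09 for protein processing. It was 2.42e-06 for proliferation markers, 3.25e-05 for heat shock and 4.49e-06 for ribosomal proteins. Of 926 Reactome sets, 191 were enriched in this class.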

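Dhodh (gene 56749, chromosome 8, 109593244 to 109608699), an enzyme of pyrimidine synthesis, had an amplitude of 0.24 in naïve and 0.025 in CIA mice and peaked at ZT16.1 in naïve mice. Dhx33, Utp15 and the adhesion genes Adam23 and Amigo2 were the other genes with the highest weight for loss, with naïve amplitudes of 0.17, 0.19, 0.31 and 0.40. Ensa (gene 56205, chromosome 3, 95624980 to 95632117), a regulator of mitotic entry, had the highest weight for gain, with an amplitude of 0.00588 in naïve and 0.11 in CIA mice. Ppm1d, Ubap1, Crot and the tight junction scaffold gene Patj followed, with CIA amplitudes of 0.18, 0.12, 0.13 and 0.18. Ankrd9, Klhl2, Lonrf1 and Fam120b were among the genes with the highest weight for change. Lonrf1 peaked at ZT16.2 in naïve and ZT14.3 in CIA mice, and Ankrd9 at ZT17.6 and ZT15.5. The classes held 839 genes with loss, 433 with gain and 42 with change of rhythm. The median amplitude was 0.34 in naïve mice for genes with loss and 0.23 in CIA mice for genes with gain. edgeR's test of a difference in rhythm passed 0 of the genes with loss, gain or change, and 4 skeletal muscle genes in all (0 genes without Naive ZT0 replicate 5 and CIA ZT12 replicate 2), with 1176 genes at an unadjusted p under 0.05. limma's test passed 0 genes, with 1216 at an unadjusted p under 0.05. The classes depended on single libraries: 288 of the genes with loss, 173 with gain and 16 with change kept their class in all 60 runs that each left out 1 library. The class change held 69 genes without CIA ZT12 replicate 2, 78 without Naive ZT0 replicate 5 and 90 without Naive ZT4 replicate 1. At a weight of at least 0.8 the classes held 329, 190 and 13 genes.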

CIA caused a re‐organization of these daily rhythms, with loss (rhythmic in naïve only: 604 transcripts) and gain (rhythmic in CIA only: 399 transcripts) of rhythms in addition to change in rhythmicity (change: 43 transcripts) (Figure 1C). 

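Among genes with loss of rhythm were genes of enteric neurons, which lie in the muscle wall. Prph (gene 19132, chromosome 15, 99053579 to 99058978), which encodes an intermediate filament of neurons, had an amplitude of 0.33 in naïve and 0.027 in CIA mice, with a naïve peak at ZT12.2. The neuronal genes Uchl1 and Snap25 peaked at ZT12.1 and ZT12.3 in naïve mice, with amplitudes of 0.36 and 0.38, against 0.015 and 0.019 in CIA mice. edgeR's test of a difference in rhythm did not pass for Prph (adjusted p = 0.752), Uchl1 or Snap25 (adjusted p = 0.731 for each), nor for any other gene with loss. The interferon-stimulated genes Ifi44 and Oas2 peaked at ZT6.11 and ZT7.14 in naïve mice, with amplitudes of 1.30 and 0.95, against 0.49 and 0.19 in CIA mice. Tnfsf13 (gene 69583, chromosome 11, 69682577 to 69685554), which encodes the plasma cell survival factor APRIL, had an amplitude of 0.34 in naïve and 0.11 in CIA mice. Loss of rhythm was assigned to 15 of 23 enteric neuron genes, 16 of 36 interferon-stimulated genes, 17 of 104 cell adhesion genes and 4 of 12 enteric glia genes. In a one-sided Fisher's exact test the adjusted p was 1.65e-13 for neurons, 3.32e-11 for interferon-stimulated genes, 1.01e-04 for cell adhesion and 0.0202 for glia. Of 39 genes of the IgA network, 7 had loss (adjusted p = 0.0202 from the same test), and of 50 genes of antigen processing and presentation 6 had loss (adjusted p = 0.209). Tight junction genes were not enriched in the gain class, which held 9 of 127 (adjusted p = 0.188), and mitochondrial transcripts had 3 of 10 with loss (adjusted p = 0.0829). Of 100 splits of the mice, 6 gave at least as many lists enriched in loss, the real split among them. Of 926 Reactome sets, 13 were enriched in the loss class, among them Neuronal System with 29 of 229 genes (adjusted p = 8.53e-04) and Interferon Signaling with 17 of 118 (adjusted p = 0.00418). At a weight of at least 0.8, or without the pair of naïve libraries of highest interferon score, 0 Reactome sets were enriched in the same Fisher's exact test, against 15 with Akaike weights. When each library was left out in turn, the IgA network passed in 28 of 60 runs and antigen processing in 18, while neurons, interferon-stimulated genes and cell adhesion passed in 60. Without the naïve libraries Naive ZT4 replicate 5 and Naive ZT12 replicate 3, whose interferon scores were the highest, fewer genes had loss: neurons held 7 genes (adjusted p = 1.48e-04), interferon-stimulated genes 10 (adjusted p = 7.31e-06), cell adhesion 12 (adjusted p = 0.00238), glia 3 (adjusted p = 0.0789) and the IgA network 5 (adjusted p = 0.0856), all by the one-sided Fisher's exact test. At a weight of at least 0.8, cell adhesion held 6 (adjusted p = 0.158, Fisher's exact test) and the IgA network 2 (adjusted p = 1), and with Akaike weights glia did not pass (adjusted p = 0.213).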

Pathway analyses of transcripts which were only rhythmic in naïve animals/colon highlighted immune related processes including the intestinal immune network for IgA production and antigen processing and presentation (Figure 1E).

**FIGURE 1:**
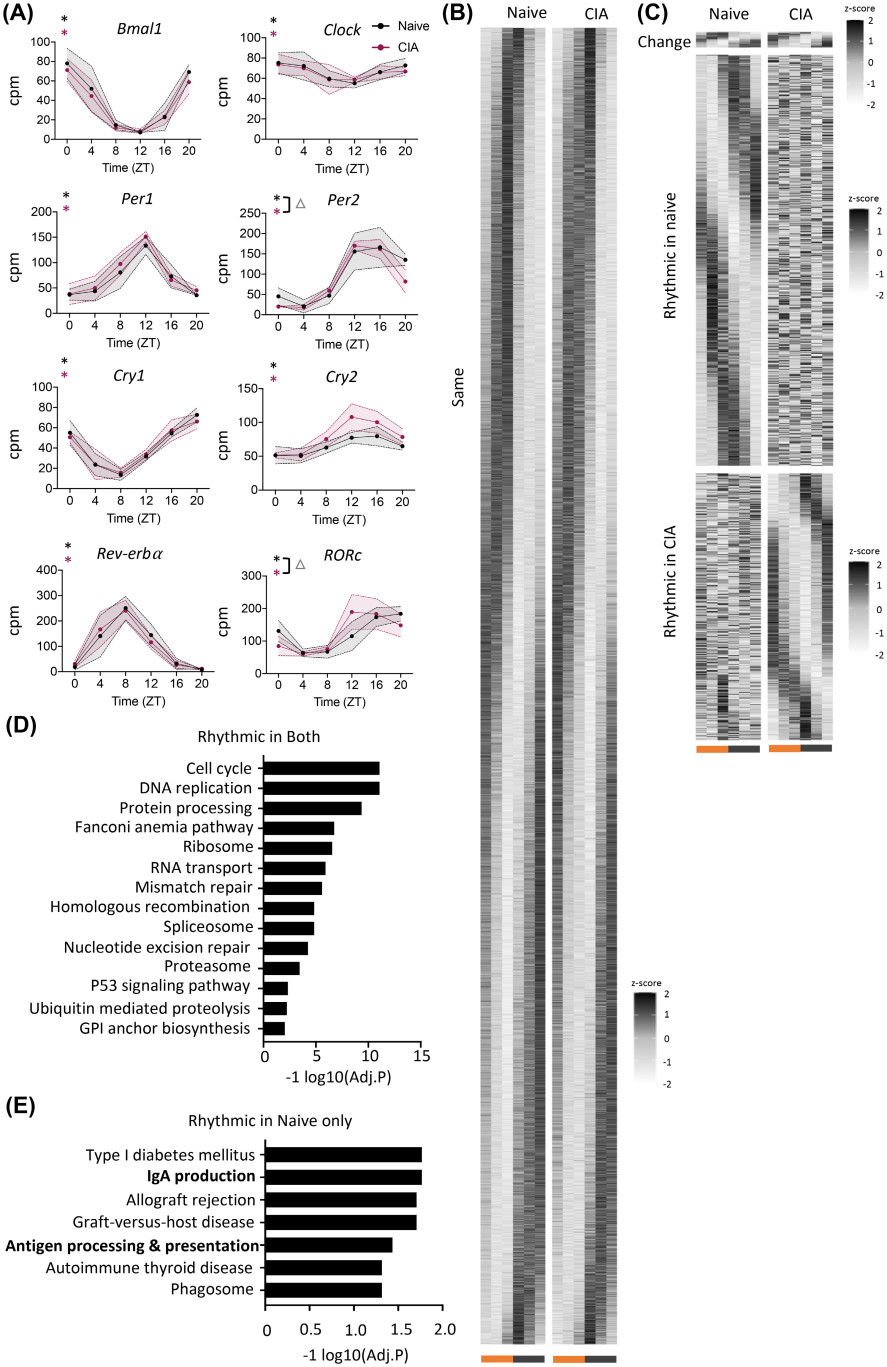
Temporal gene expression in colonic tissue from CIA and naïve animals. (A) Expression of core clock genes in naïve and arthritic colonic tissue measured during RNA sequencing, *n* = 5/time point, values are mean ± SD. Compare rhythms was used to define rhythmicity where * denotes significantly rhythmic transcripts and △ denotes a change in amplitude or phase between treatments (naïve versus CIA). (B and C) Heatmaps illustrating the temporal organization of transcripts across the 24 h day (orange: ZT0, ZT4 and ZT8 and black: ZT12, ZT16, ZT20), *n* = 5/time point. Transcripts are grouped as same (no change in rhythmicity); change (remains rhythmic but change in peak or phase); rhythmic in naïve (but not in CIA); and rhythmic in CIA (but not in naïve). Pathway analysis (KEGG mouse 2019, *p*adj < .01) of transcripts that are rhythmic in (D) both naïve and arthritic colon (same) and (E) naïve tissue only.

### 3.2 CIA alters the expression of genes in the IgA production pathway and tight junction formation

In addition to addressing the consequences of arthritis on the rhythmicity of the gut transcriptome, we also compared differentially expressed (DE) transcripts between treatment groups. Examination of DE transcripts within the colonic tissue of naïve and arthritic mice (pooling all time points, *n* = 30/treatment) revealed a profound change in transcriptional profile (Figure 2A). 

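Transcripts of the muscle wall and of its nerves were higher in the colon sections of CIA mice. Acta2 (gene 11475, chromosome 19, 34240336 to 34255585), the smooth muscle actin, stood at 3151 ± 794 CPM in CIA mice and 1989 ± 531 CPM in naïve mice, a log2 fold change of 0.66 (SE 0.10, adjusted p = 6.31e-07). The smooth muscle genes Pgm5 and Flna had log2 fold changes of 0.71 and 0.64, and the neuronal genes Prph and Snap25 of 0.66 and 0.63. Of 26 smooth muscle genes 25 were higher and 0 lower, and their median was 1.57-fold. The smooth muscle score was 9.08 ± 0.385 in CIA mice and 8.44 ± 0.417 in naïve mice (permutation test, adjusted p = 4.42e-05; higher in CIA at 6 of 6 time points). In camera the adjusted p was 9.98e-20 for smooth muscle, 3.17e-13 for enteric neurons and 6.94e-05 for enteric glia, and with an estimated correlation the adjusted p = 0.317, 0.407 and 0.407. Higher as well were 22 of 23 enteric neuron genes, 9 of 12 enteric glia genes, 34 of 50 muscle contraction genes and 5 of 8 mesothelium genes (Msln, Muc16, Wt1, Lrrn4 and Gpm6a), against 1 of 5 genes of the interstitial cells of Cajal (Etv1), a list with a median below and a mean above 0. Of 4 erythrocyte genes, Hba-a1, Hbb-bs and Alas2 were higher, 3 in all. The genes named from these last lists were chosen after their values were seen. Adjusted over the list alone 36 muscle contraction genes were higher, and the other counts did not move.
Among genes with a mean of at least 10 CPM that differed in 1 direction at all 6 time points, Angptl7 (gene 654812, chromosome 4, 148495181 to 148500462) had the largest rise, 1.14 (SE 0.22, adjusted p = 3.93e-05) on the log2 scale. The others of the 12 with the largest rise were Tent5b, Arl4d, Myom1, Dkk2, Snhg11, Scube2, Cd59a, Tacr2, Synm, Nmu and Popdc2, with log2 fold changes from 0.79 to 0.90. The muscle proteins myomesin and synemin are encoded by Myom1 and Synm, and the neuropeptide neuromedin U and a tachykinin receptor by Nmu and Tacr2. Of the 12 with the largest fall, 11 were variable segments of antibody genes. Igkv1-110 (chromosome 6, 68270527 to 68271265) stood at 15.8 ± 8.09 CPM in CIA mice and 51.4 ± 40.4 CPM in naïve mice, a log2 fold change of −1.70 (SE 0.24, adjusted p = 3.08e-07). The segments Igkv4-72, Igkv3-12, Igkv5-43, Igkv1-135, Igkv6-15, Igkv8-21, Igkv1-117, Ighv2-9, Igkv8-30 and Igkv10-96 fell by 1.21 to 1.56; they are paralogs that may share reads. The monocyte gene Ly6c2 stood at 6.53 ± 2.69 CPM in CIA mice and 15.9 ± 6.07 CPM in naïve mice (adjusted p = 3.90e-08).
Of the genes tested, 3179 were higher and 3681 lower in CIA mice, and 11197 did not pass. Most changes were small: 832 genes were higher and 454 lower by more than 1.5-fold, and 3 and 11 passed with an absolute log2 fold change above 2. With the smooth muscle score as a covariate, 481 genes were higher and 496 lower, and the log2 fold changes of Dkk2 and Scube2 turned to −0.10 and −0.060. Of the 12 genes with the largest rise, Arl4d and Snhg11 passed with that covariate, as did Ly6c2, Ighv2-9 and 6 of the 10 kappa segments among the falls.

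**Figure D1:**
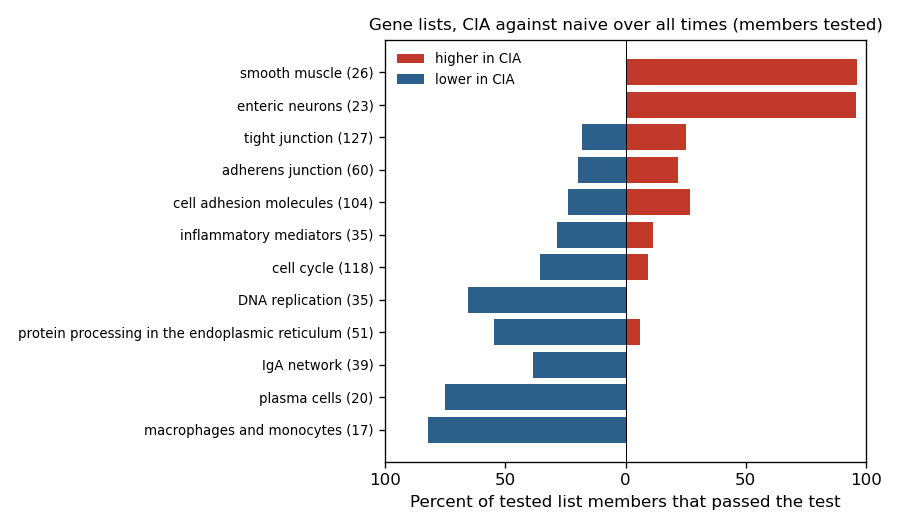
Percent of the tested members of 12 gene lists that were higher (red, to the right) or lower (blue, to the left) in CIA than in naïve mice, with the number of tested members beside each list. Of the smooth muscle genes 25 of 26 were higher, and of the DNA replication genes 23 of 35 were lower.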

Pathway analyses revealed significant down‐regulation of pathways included in the cell cycle process, DNA replication and IgA production (Figure 2B). 

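Genes of DNA synthesis and of the dividing crypt cell were lower in the colon of CIA mice. Mcm2 stood at 10.3 ± 3.88 CPM in CIA mice and 16.4 ± 6.60 CPM in naïve mice, a log2 fold change of −0.68 (SE 0.15, adjusted p = 2.86e-04). Pold1, Pold2 and Rfc4, which act at the replication fork, fell by 0.37, 0.38 and 0.43 on the log2 scale. Plk1 (gene 18817, chromosome 7, 122159435 to 122169884) stood at 58.4 ± 15.4 CPM in CIA mice and 87.5 ± 20.4 CPM in naïve mice and fell by 0.58 (SE 0.087, adjusted p = 8.66e-07). The regulators of the G1 phase Rbl1 and E2f4 fell by 0.36 and 0.20, while Tgfb2, a growth factor also made in muscle, was higher by 0.61 (adjusted p = 5.17e-05). Genes that process secreted proteins in the endoplasmic reticulum were lower too, with Edem2, Ssr4, Sec61a1 and Derl3 at log2 fold changes of −0.23, −0.27, −0.30 and −0.73. Of 35 DNA replication genes 23 were lower and 0 higher, of 18 proliferation markers 12 were lower and 0 higher, and of 118 cell cycle genes 42 were lower and 11 higher. Of 51 genes of protein processing 28 were lower and 3 higher (Sec23a, Ero1a and Ufd1, named after their values were seen; 1 higher without CIA ZT16 replicate 4). Adjusted over the list alone the lower genes were 24, 15, 45 and 29. The DNA replication score was 4.00 ± 0.304 in CIA mice and 4.27 ± 0.321 in naïve mice and the cell cycle score was 4.81 ± 0.140 in CIA mice and 4.94 ± 0.147 in naïve mice (permutation test, adjusted p = 4.42e-05 for each; lower in CIA at 6 of 6 time points). In limma's set test camera, with a preset correlation of 0.01, the adjusted p was 2.74e-06 for DNA replication, 0.0124 for the cell cycle and 1.02e-04 for the IgA network. For each of these lists the adjusted p = 0.617 with an estimated correlation. With the smooth muscle score as a covariate, 1 DNA replication gene and 3 cell cycle genes were lower, their median log2 fold changes were −0.21 and −0.048, and Tgfb2 turned to −0.00312. In 8 of the 22 DNA replication genes whose call ended, the SE grew by as large a factor as the fold shrank, or by a larger one. The DNA replication, proliferation and cell cycle scores differed by −0.20 (SE 0.066, adjusted p = 0.0231), −0.48 (SE 0.13, adjusted p = 0.0111) and −0.10 (SE 0.033, adjusted p = 0.0210) in a linear model with time and the smooth muscle score. In that model the protein processing score did not pass, at −0.086 (SE 0.038, adjusted p = 0.0981), against −0.17 before the covariate. In edgeR with the covariate Sec61a1 did not pass, at −0.21 (adjusted p = 0.0634). Edem2, Ssr4 and Derl3 stayed lower, at −0.11, −0.21 and −0.54. Without ZT12 the lower DNA replication and cell cycle genes numbered 14 and 27, and without ZT20 13 and 27.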

Given the role for IgA in maintenance of microbial diversity^34^ and rhythmicity^21^ we explored this pathway in further detail. Of all genes assigned to this pathway (43 genes) 8 exhibited significant down regulation (Figure 2C,D). 

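In the IgA network, receptors and factors of plasma cells were lower in CIA mice. Tnfrsf17 (gene 21935, chromosome 16, 11313232 to 11320074), which encodes the plasma cell survival receptor BCMA, stood at 1.09 ± 0.455 CPM in CIA mice and 2.40 ± 0.987 CPM in naïve mice, a log2 fold change of −1.13 (SE 0.16, adjusted p = 3.44e-07). Ccr10 (chromosome 11, 101172998 to 101175443), the receptor that draws IgA plasma cells to the colon, stood at 1.78 ± 0.386 CPM in CIA mice and 2.81 ± 0.754 CPM in naïve mice and fell by 0.66 (SE 0.10, adjusted p = 6.10e-07). The T cell gene Cd28 fell by 0.89 (SE 0.14, adjusted p = 1.22e-06) and Tnfsf13 by 0.48 (SE 0.089, adjusted p = 2.32e-05). Transcripts that encode the products of plasma cells were lower as well. Igha, the constant region of IgA, stood at 1632 ± 570.1 CPM in CIA mice and 2832 ± 1089 CPM in naïve mice, and Jchain, which joins IgA into dimers, at 402 ± 136 CPM in CIA mice and 726 ± 276 CPM in naïve mice. Their log2 fold changes were −0.79 (adjusted p = 2.31e-05) and −0.85 (adjusted p = 5.33e-06), beside −1.02 for the kappa constant region Igkc. Of 39 tested genes of the network 15 were lower, 0 higher and 24 did not pass, and 15 were lower when adjusted over the list alone. The score of the network was 2.63 ± 0.490 in CIA mice and 2.97 ± 0.449 in naïve mice (permutation test, adjusted p = 0.0111). As a mean z-score the network differed by −0.51 between CIA and naïve mice (permutation test, p = 6.10e-04). The difference was −0.38 at ZT0, −0.65 at ZT4, −1.02 at ZT8, −0.30 at ZT12, −0.23 at ZT16 and −0.52 at ZT20. At ZT8 it had p = 0.0238 in an exact permutation test (n = 5), and the difference between time points had p = 0.644 (permutation test). Given the smooth muscle score as a covariate, Ccr10 and Tnfrsf17 were the members of the network that stayed lower, at log2 fold changes of −0.58 and −1.02. Igha did not pass in edgeR with that covariate, at −0.56 (adjusted p = 0.0605). Jchain and Igkc stayed lower, at −0.59 (adjusted p = 0.0421) and −0.71 (adjusted p = 0.0162). The score of the network differed by 0.016 (SE 0.13, adjusted p = 0.976) in a linear model with time and that covariate. The network held 8 lower genes without ZT8 and 8 without ZT12.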

Given that secretion of IgA exhibits 24 h oscillations,^21^ we went on to determine if these transcriptional changes in the colon resulted in a change in rhythmic IgA production. Assays were performed on fecal samples collected from a separate cohort of animals over a 24 h period (Figure 2E). In the setting of inflammatory arthritis, rhythms in fecal IgA concentrations persisted, but unexpectedly IgA concentrations were elevated across the 24 h day (two‐way repeated measures ANOVA: effect of time *p* = .0011; effect of treatment *p* = .0143; interaction NS).

**FIGURE 2:**
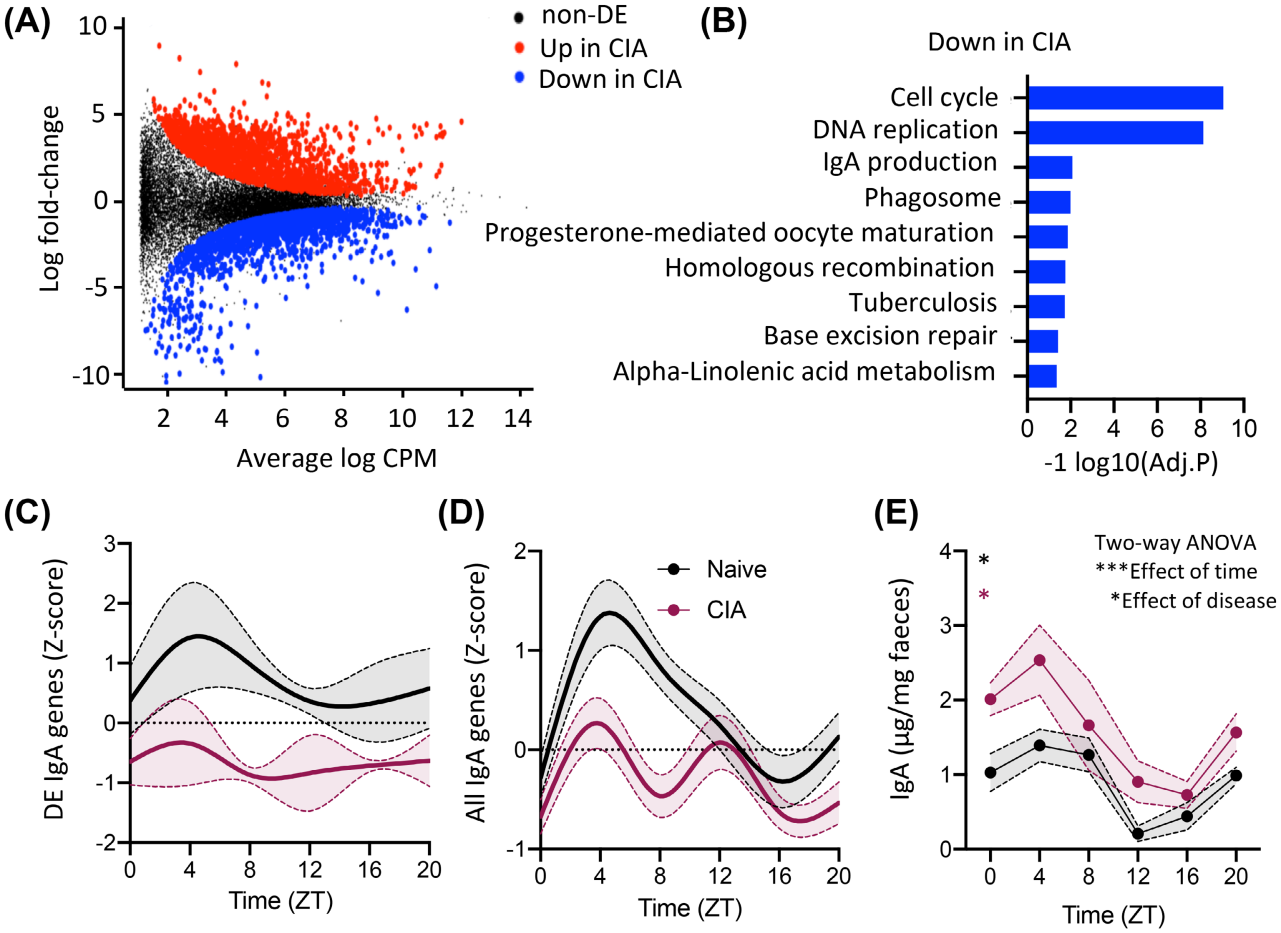
Rhythmic IgA production in the setting of arthritis. (A) Volcano plot illustrating differentially expressed (DE) transcripts (FDR <0.05) in colonic tissue from naïve (*n* = 30) and arthritic (*n* = 30) mice. (B) Pathway analysis (KEGG mouse 2019, *p*adj < .05) of transcripts that are down in CIA compared to naïve tissue. Temporal expression of (C) differentially expressed (DE) genes and (D) all genes in the IgA pathway in naïve and arthritic colon, *n* = 5/time point, values are mean ± SD. (E) IgA levels in fecal pellets collected longitudinally over 24 h from naïve and arthritic mice (5 mice per treatment group), values are mean ± SEM, * denotes significant 24 h rhythms (assessed using Compare Rhythms). Two‐way ANOVA revealed a significant effect of time (*P* < 0.005) and disease (*P* < 0.05) on fecal IgA levels.

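Adhesion genes moved in both directions in CIA mice. Vcl (gene 22330, chromosome 14, 20929383 to 21033676), encoding vinculin at adherens junctions, was higher by 0.37 on the log2 scale (SE 0.058, adjusted p = 2.21e-06), and Igf1r by 0.40 (SE 0.068, adjusted p = 7.12e-06). Itgav (chromosome 2, 83722303 to 83806917), an integrin subunit, stood at 82.6 ± 9.60 CPM in CIA mice and 67.2 ± 7.44 CPM in naïve mice, a log2 fold change of 0.30 (SE 0.042, adjusted p = 3.44e-07). The neural adhesion genes Ncam1 and Nlgn2 were higher by 0.40 and 0.38, and the T cell gene Cd28, also in the adhesion list, was lower by 0.89. Of 60 adherens junction genes 13 were higher, 12 lower and 35 did not pass, and of 104 cell adhesion genes 28 were higher, 25 lower and 51 did not pass. Adjusted over the list alone the lower cell adhesion genes were 28, and the other counts were 13, 12 and 28. The adherens junction score was 5.95 ± 0.0563 in CIA mice and 5.93 ± 0.0783 in naïve mice (permutation test, adjusted p = 0.384). The cell adhesion score was 3.50 ± 0.227 in CIA mice and 3.52 ± 0.253 in naïve mice (permutation test, adjusted p = 0.810). The median log2 fold change was −0.022 in the adherens junction list, where the mean was 0.018, and −0.059 in the cell adhesion list. In camera the adjusted p was 0.748 for each list, and the adjusted p = 0.933 with an estimated correlation. With the smooth muscle score as a covariate, 4 adherens junction genes and 3 cell adhesion genes were higher, Itgav among them.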

Further analysis of DE transcripts revealed that CIA was associated with an up regulation of pathways involved in barrier integrity including adherens junction, tight junction and cell adhesion molecules (Figure 3A and Figure S1). There was generalized up‐regulation across the tight junction pathway irrespective of time. 

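Tight junction genes moved in both directions, and 3 of the 4 with the smallest p encode parts of the contractile apparatus. Myh11 (gene 17880, chromosome 16, 14194527 to 14292188), the smooth muscle myosin, stood at 5094 ± 1478 CPM in CIA mice and 3004 ± 1085 CPM in naïve mice, a log2 fold change of 0.76 (SE 0.12, adjusted p = 2.89e-06). The myosin light chain gene Myl9 was higher by 0.70 (SE 0.11, adjusted p = 2.13e-06) and the actin gene Actb by 0.36 (SE 0.061, adjusted p = 7.20e-06). Prkab2, a subunit of the energy sensor AMPK, was higher by 0.43 (SE 0.066, adjusted p = 1.64e-06). Of 127 tested genes of the pathway 32 were higher, 23 lower and 72 did not pass, over all genes tested and when adjusted over the list alone. Among the 25 that encode membrane and plaque proteins of the junction, 4 were higher (Cldn4, Jam3, Jam2 and Cldn11) and 5 lower (Cldn2, Cldn12, Cldn15, Cgn and Tjp3), also when adjusted over the list alone. Of these, Cldn11, Cldn12, Cldn15, Cgn and Tjp3 were named after their values were seen, and 3 were lower without Naive ZT0 replicate 4. The score of the pathway was 6.15 ± 0.0356 in CIA mice and 6.10 ± 0.0461 in naïve mice (permutation test, adjusted p = 4.42e-05; higher in CIA at 6 of 6 time points). As a mean z-score, in which each gene has the same spread, the difference was 0.0950 (permutation test, p = 0.0669), with a p under the threshold in 7 of 60 runs that each left out 1 library. These left out CIA ZT0 replicate 1 or 4, CIA ZT20 replicate 3 or 4, Naive ZT0 replicate 2, Naive ZT16 replicate 3 or Naive ZT20 replicate 4, with differences up to 0.117 (p = 0.0152, permutation test). The difference in z-score was −0.020 at ZT0, 0.089 at ZT4, 0.18 at ZT8, 0.24 at ZT12, 0.21 at ZT16 and −0.13 at ZT20. At ZT12 it had p = 0.0397 in an exact permutation test (n = 5), and the difference between time points had p = 0.252 (permutation test). The score of the membrane and plaque genes was 5.51 ± 0.142 in CIA mice and 5.48 ± 0.138 in naïve mice (permutation test, adjusted p = 0.448). In camera the adjusted p was 0.254 for the pathway, and the adjusted p = 0.625 with an estimated correlation. Beside the smooth muscle score as a covariate 6 genes of the pathway were higher and 1 lower; Actb stayed higher by 0.25, while Myl9, Myh11 and Prkab2 did not pass. In a linear model with time and that covariate the score of the pathway differed by 0.044 (SE 0.013, adjusted p = 0.0179) and that of the membrane and plaque genes by 0.13 (SE 0.038, adjusted p = 0.0144).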

Genes of the tight junction pathway which exhibited significant upregulation (Figure 3B,C) included *Claudin 4* and *Jam3* (Figure 3D,E). 

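Claudin 4 is encoded by Cldn4 (gene 12740, chromosome 5, 134945123 to 134946934), a gene of surface epithelium. It stood at 115 ± 38.5 CPM in CIA mice and 70.5 ± 25.4 CPM in naïve mice, a log2 fold change of 0.71 (SE 0.13, adjusted p = 3.77e-05). As a fold the gap was widest at ZT12, with 83.2 ± 29.4 CPM in CIA and 35.1 ± 7.21 CPM in naïve mice (SD, n = 5; edgeR adjusted p = 0.00269 at that time point). Jam3 (gene 83964, chromosome 9, 27097384 to 27155421), a junctional adhesion molecule found outside the epithelium as well, stood at 24.9 ± 4.71 CPM in CIA mice and 19.6 ± 3.59 CPM in naïve mice, a log2 fold change of 0.34 (SE 0.071, adjusted p = 1.19e-04). At ZT20 it stood at 26.1 ± 3.91 CPM in CIA and 17.8 ± 2.58 CPM in naïve mice (SD, n = 5; edgeR adjusted p = 0.0265 at that time point). Both genes took the class loss, Cldn4 with a weight of 0.945 and an amplitude of 0.54 in naïve and 0.060 in CIA mice, Jam3 with a weight of 0.818 and an amplitude of 0.24 in naïve and 0.046 in CIA mice. edgeR's test of a difference in rhythm gave an adjusted p = 0.731 for each. Cldn2 (chromosome X, 139800808 to 139811386), which encodes a claudin that forms pores for water and cations, was lower, at 76.1 ± 33.8 CPM in CIA mice and 135 ± 91.3 CPM in naïve mice, a log2 fold change of −0.82 (SE 0.18, adjusted p = 1.83e-04). Jam2 was higher by 0.46 (SE 0.14, adjusted p = 0.00557). Each of the 60 runs that left out 1 library kept the calls of Cldn4 and Jam3. With the smooth muscle score as a covariate, Cldn4 was higher by 0.76 (SE 0.17, adjusted p = 0.00551), Jam3 was at 0.012 (SE 0.065, adjusted p = 0.936), Cldn2 did not pass at −0.39 (SE 0.23, adjusted p = 0.308) and Jam2 turned to −0.21. From the transcriptome beside its functional assays, the paper proposes failed attempts to strengthen the epithelial barrier in CIA mice.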

To determine whether these changes related to potential alterations in barrier function in arthritic mice we quantified albumin content in fecal samples across the 24 h day.^36^ Results revealed a significant diurnal rhythm in fecal albumin which peaked at ZT8 in naïve animals, and was significantly increased during the day (ZT0‐8) in arthritic animals. To further corroborate this observation, FITC‐dextran assays were performed in an additional cohort of mice as a secondary measure of gut barrier permeability (Figure S2). Results demonstrated increased barrier permeability during the early rest phase in animals showing disease symptoms (day 27 onwards). Of note, no significant change in gut permeability to FITC‐dextran was observed in mice after the collagen boost and prior to the development of symptoms (day 22 – data not shown). Together these functional assays report a more leaky gut barrier in the daytime in arthritic animals, and data from the transcriptomics imply failed attempts to strengthen the epithelial barrier in the CIA mice.

**FIGURE 3:**
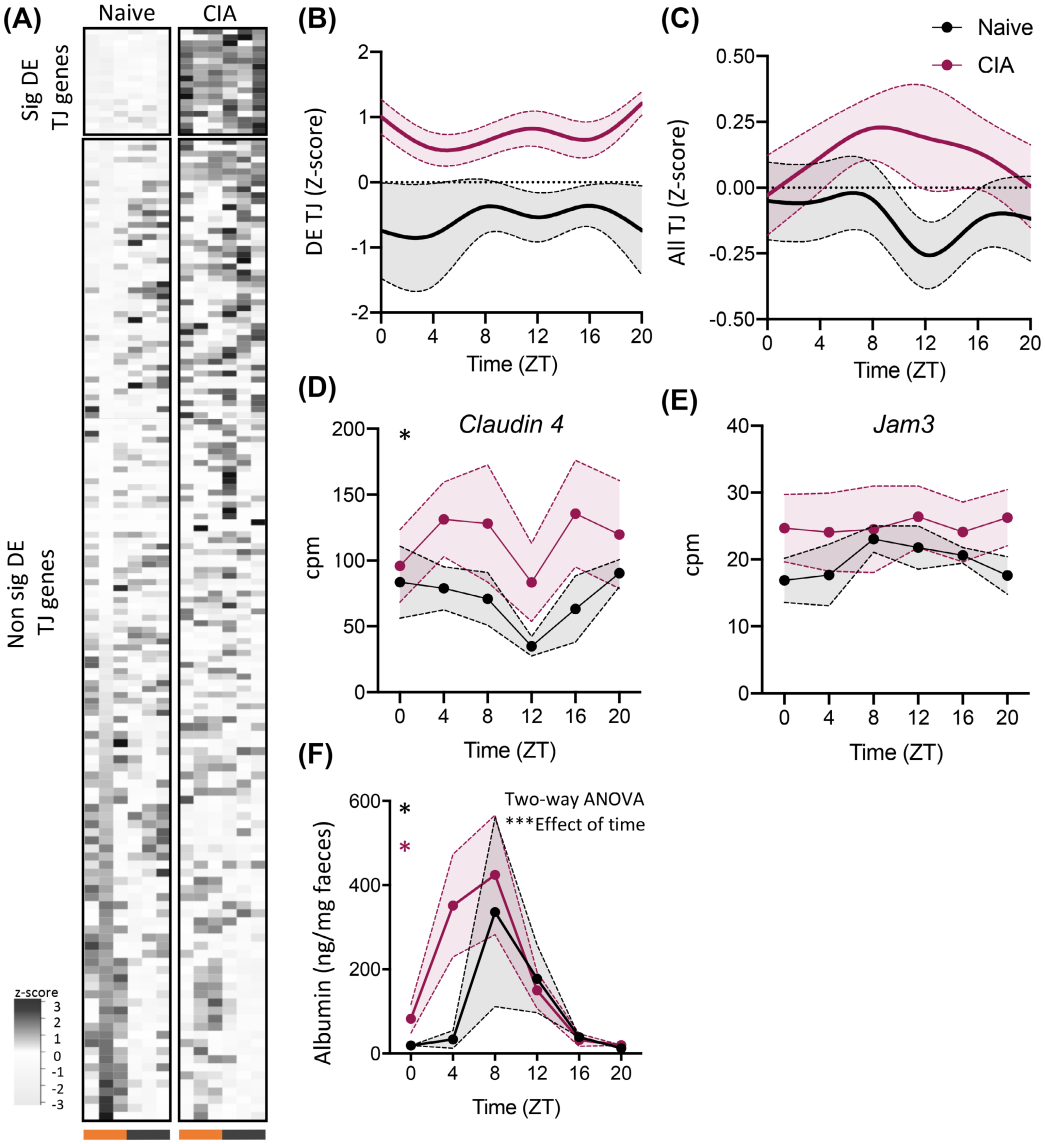
CIA alters colonic expression of tight junction genes and barrier permeability. (A) Heat maps illustrating the temporal organization of transcripts from the tight junction pathway across the 24 h day (orange: ZT0, 4 and 8 and black: ZT12, ZT16, ZT20), *n* = 5/time point. Transcripts which exhibited significant differential expression between treatment groups are highlighted in the upper portion. Temporal expression of (B) differentially expressed (DE) genes and (C) all genes in the tight junction genes pathway in naïve and arthritic colon, *n* = 5/time point, values are mean ± SD. Temporal expression of (D) *Claudin 4* and (E) *Jam3* in naïve and arthritic colon, *n* = 5/time point, values are mean ± SD, * denotes significant 24 h rhythms (assessed using Compare Rhythms). (F) Albumin levels in fecal pellets collected longitudinally over 24 h from naïve and arthritic mice (6 mice per treatment group), values are mean ± SEM, * denotes significant 24 h rhythms (assessed using Compare Rhythms). Two‐way ANOVA revealed a significant effect of time (*P* < 0.005) on fecal albumin levels.

### 3.3 CIA is not associated with inflammatory mediators within the colon

Our data reveals changes in gene expression and within the integrity of the gut barrier in the setting of established CIA. A number of approaches were taken to ensure these were not a consequence of local inflammation within the colon. 

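Transcripts of plasma cells and of macrophages were lower in the colon of CIA mice, beside a higher smooth muscle score. The kappa light chain gene Igkc stood at 738 ± 261 CPM in CIA mice and 1496 ± 595 CPM in naïve mice (adjusted p = 5.78e-07). The complement genes C1qb and C1qc, made by resident macrophages, fell by 0.59 (SE 0.082, adjusted p = 2.32e-07) and 0.46 (SE 0.067, adjusted p = 7.41e-07). Csf1r (gene 12978, chromosome 18, 61105572 to 61131139), the receptor on which macrophages depend, stood at 28.8 ± 5.08 CPM in CIA mice and 38.4 ± 7.16 CPM in naïve mice, a log2 fold change of −0.42 (SE 0.067, adjusted p = 3.33e-06). Of 20 plasma cell genes 15 were lower, of 17 macrophage and monocyte genes 14, of 20 T cell genes 9, of 11 dendritic cell genes 6 and of 10 genes of NK cells and innate lymphoid cells 5 (Gzma, Gzmb, Prf1, Klrk1 and Ncr1), and 0 of these genes were higher. Adjusted over the list alone the lower genes were 16, 14, 12, 6 and 5. The plasma cell score was 3.96 ± 0.376 in CIA mice and 4.61 ± 0.405 in naïve mice, and the macrophage score was 3.70 ± 0.180 in CIA mice and 4.11 ± 0.219 in naïve mice (permutation test, adjusted p = 4.42e-05 for each). The T cell score had an adjusted p = 0.0132 and the dendritic cell score an adjusted p = 7.95e-04 in the same permutation test, both lower at 6 of 6 time points. With 1 library left out, the lower T cell genes ran from 6 (without Naive ZT4 replicate 5) to 14 (without CIA ZT8 replicate 3), and the lower dendritic cell genes fell to 3 without CIA ZT4 replicate 3.
Other immune and stromal lists held few called genes. B cell genes varied widely between sections, with a score of 2.32 ± 1.49 in CIA mice and 2.70 ± 1.46 in naïve mice (permutation test, adjusted p = 0.428). Of 16 B cell genes edgeR passed 0, with 0 lower at an unadjusted p under 0.05, and DESeq2 passed 0. Of 10 germinal centre genes Rgs13 was lower (0 when adjusted over the list alone), and of 9 genes of the follicle stroma edgeR passed 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. Of 7 neutrophil genes S100a9 was higher and Mmp9 and Csf3r lower, and the list's median was below and its mean above 0. Of 4 eosinophil genes Ear2 was lower, and of 7 mast cell genes Mcpt1, while the scores of both lists were lower: −1.44 ± 0.471 in CIA mice and −0.962 ± 0.502 in naïve mice for eosinophils (permutation test, adjusted p = 0.00127; lower at 6 of 6 time points) and −1.62 ± 0.504 in CIA mice and −1.22 ± 0.519 in naïve mice for mast cells (permutation test, adjusted p = 0.00945; lower at 5 of 6). Among stromal lists, Fn1 and Col5a1 of 17 fibroblast genes were higher, and of 12 adipocyte genes Plin4 was higher and Lep lower. The genes named from these lists were chosen after their values were seen. Such small counts moved with single libraries: Rgs13 did not pass without Naive ZT12 replicate 1, nor Lep without Naive ZT8 replicate 2, and mast cells had 3 lower genes without CIA ZT4 replicate 4. Germinal centre genes had 2 lower without CIA ZT4 replicate 2, eosinophils 2 lower without Naive ZT12 replicate 2, and neutrophils 2 higher without Naive ZT8 replicate 2 and 1 lower without CIA ZT0 replicate 2. Of 14 endothelial genes edgeR passed 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. In camera the adjusted p was 6.62e-08 for plasma cells, 6.77e-08 for macrophages and 5.78e-04 for T cells, and the adjusted p = 0.317, 0.317 and 0.617 with an estimated correlation. Once the smooth muscle score was a covariate, 4 plasma cell genes and 8 macrophage genes were lower, and of 20 T cell genes edgeR passed 0. In a linear model with time and that covariate the scores of plasma cells, macrophages and NK cells stayed lower, by 0.35 (SE 0.12, adjusted p = 0.0273), 0.29 (SE 0.060, adjusted p = 6.09e-04) and 0.56 (SE 0.13, adjusted p = 0.00260). The neutrophil score, which did not differ past the threshold without the covariate (adjusted p = 0.444), was higher by 0.43 (SE 0.15, adjusted p = 0.0322), and the fibroblast score differed by −0.20 (SE 0.065, adjusted p = 0.0210). The scores of T cells, dendritic cells, eosinophils and mast cells did not pass in that model (adjusted p of 0.241 or above).

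**Figure D2:**
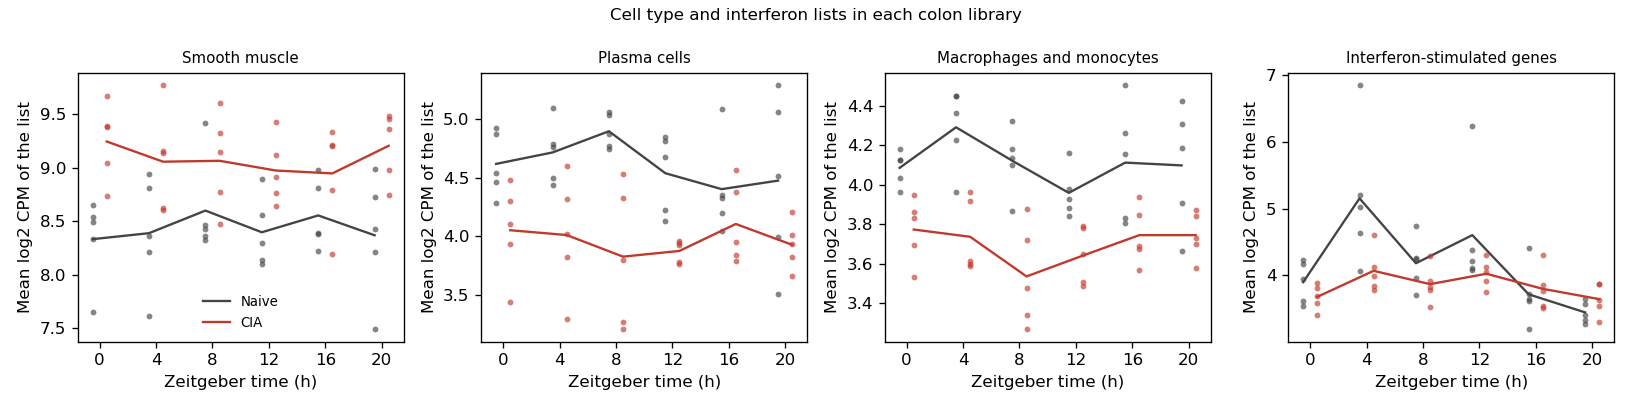
Score (mean log2 CPM of the list's members) of each library against ZT hours for smooth muscle, plasma cells, macrophages and monocytes, and interferon-stimulated genes; grey points are naïve mice, red points CIA mice, and lines join the group means. The macrophage score was lower in CIA than in naïve mice at each of the 6 time points.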

We first applied xCell,^37^ a gene signature‐based bioinformatics method, to infer immune and stromal cell subtypes from RNA Seq datasets, which revealed comparable immune cell subsets between treatment groups (Figure S2). In keeping with this, analysis of immune cell populations within the colonic lamina propria by flow cytometry (gating strategies Figure S4A) revealed no difference in the total number of lymphocytes nor proportions of myeloid cells, B cells or T cell populations or eosinophils (Figure S4B). Finally, histological sections of colon prepared from naïve and arthritic animals were compared and villi thickness and numbers of inflammatory foci quantified (Figure S5A–D). These parameters remained consistent between naïve and arthritic mice. Taken together, these data indicate that in our arthritic animals there was no localized inflammation within the gut.

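Of the inflammatory genes measured, the acute phase gene Saa3 was the clearest increase in CIA mice, and chemokines that draw T cells were lower. Saa3 (gene 20210, chromosome 7, 46711998 to 46719615) stood at 4.88 ± 5.72 CPM in CIA mice and 1.67 ± 1.27 CPM in naïve mice, a log2 fold change of 1.55 (SE 0.28, adjusted p = 2.31e-05). Cxcl9 and Ccl5, the chemokines, stood at log2 fold changes of −1.74 (SE 0.31, adjusted p = 1.52e-05) and −1.24 (SE 0.27, adjusted p = 2.33e-04). The cytokine gene Il1a stood at 0.362 ± 0.157 CPM in CIA mice and 0.585 ± 0.253 CPM in naïve mice (adjusted p = 6.11e-04). Interferon-stimulated genes were lower, with Stat2, Oas2 and Ifi44 falling by 0.57, 1.43 and 2.00 on the log2 scale. Of 35 tested inflammatory mediators 4 were higher (Saa3 beside S100a9, Lcn2 and Nfkbia, named after their values were seen), 10 lower and 21 did not pass, and the counts were the same when adjusted over the list alone. Their score was 0.904 ± 0.348 in CIA mice and 1.00 ± 0.309 in naïve mice (permutation test, adjusted p = 0.217). In edgeR with the smooth muscle score as a covariate, Saa3 stayed higher (1.57, adjusted p = 0.00267) and Cxcl9 lower (−1.73, adjusted p = 0.00470). Ccl5 (−0.96, adjusted p = 0.0634) and Il1a (−0.36, adjusted p = 0.263) did not pass. The mediator score differed by 0.0068 (SE 0.082, adjusted p = 0.976) in a linear model with time and that covariate, against −0.10 before it. The higher mediators numbered 7 without Naive ZT8 replicate 2. Of 31 genes of antimicrobial and mucosal defence 1 was higher (Defb1, named after its values were seen) and 9 lower (1 and 7 when adjusted over the list alone), with 2 higher without Naive ZT8 replicate 5. Of 36 interferon-stimulated genes 27 were lower and 0 higher (28 lower when adjusted over the list alone), and their score was 3.85 ± 0.291 in CIA mice and 4.17 ± 0.817 in naïve mice (permutation test, adjusted p = 0.0295). In camera the list had an adjusted p = 0.0112, with an estimated correlation an adjusted p = 0.881 and in fry an adjusted p = 0.118. The score was lower in CIA mice at 4 time points and higher at 2, ZT16 (3.80 against 3.72) and ZT20 (3.64 against 3.45). In the naïve libraries Naive ZT4 replicate 5 and Naive ZT12 replicate 3 that score was 6.85 and 6.23, against a median of 3.87 over the 60 libraries, and without both 10 interferon-stimulated genes were lower. Ifi44 had a log2 fold change of −0.68 and Oas2 of −0.61 without both libraries, and −1.11 and −0.91 without Naive ZT4 replicate 5 alone; with voom and quality weights Ifi44 did not pass.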

### 3.4 CIA is associated with alterations to the rhythmic gut microbiota

Transcriptomic analyses highlighted changes within the colon of CIA affected mice which may alter the mechanisms by which the host manages the microbiota. To address this possibility, the bacterial composition of the gut microbiota was assessed via 16S rRNA of fecal samples collected at the time of cull from CIA and naïve mice. The numbers of OTU detected in each sample ranged from 90 597 to 221 575. Taxonomic analysis identified 163 species across 8 phyla (Figure S6A). Assessment of species diversity using the Shannon index (Figure S6B) revealed no significant differences between naïve and arthritic animals. Similarly, beta‐diversity analysis (Bray‐Curtis) revealed no significant difference in diversity between the two treatments (data not shown). We next considered how CIA affects rhythmicity of the gut microbiota. Assessment of OTU rhythmicity revealed that a significant proportion of the microbial community exhibits 24 h rhythmicity within both naïve (26%) and arthritic animals (24%), but there is significant temporal re‐organization in the setting of arthritis as only approximately 46% of rhythmic OTUs are shared between conditions (Figure 4A,B). Our earlier work has established these mice (both CIA and naïve) exhibit robust diurnal rhythms in locomotor and feeding behavior.^29^ CIA does not cause a change in total daily food intake or timing of food intake, with the majority of the diet (~80%) consumed during the night. Thus, the observed changes in microbial profile and rhythmicity are not secondary to alterations in feeding/activity patterns.

**FIGURE 4:**
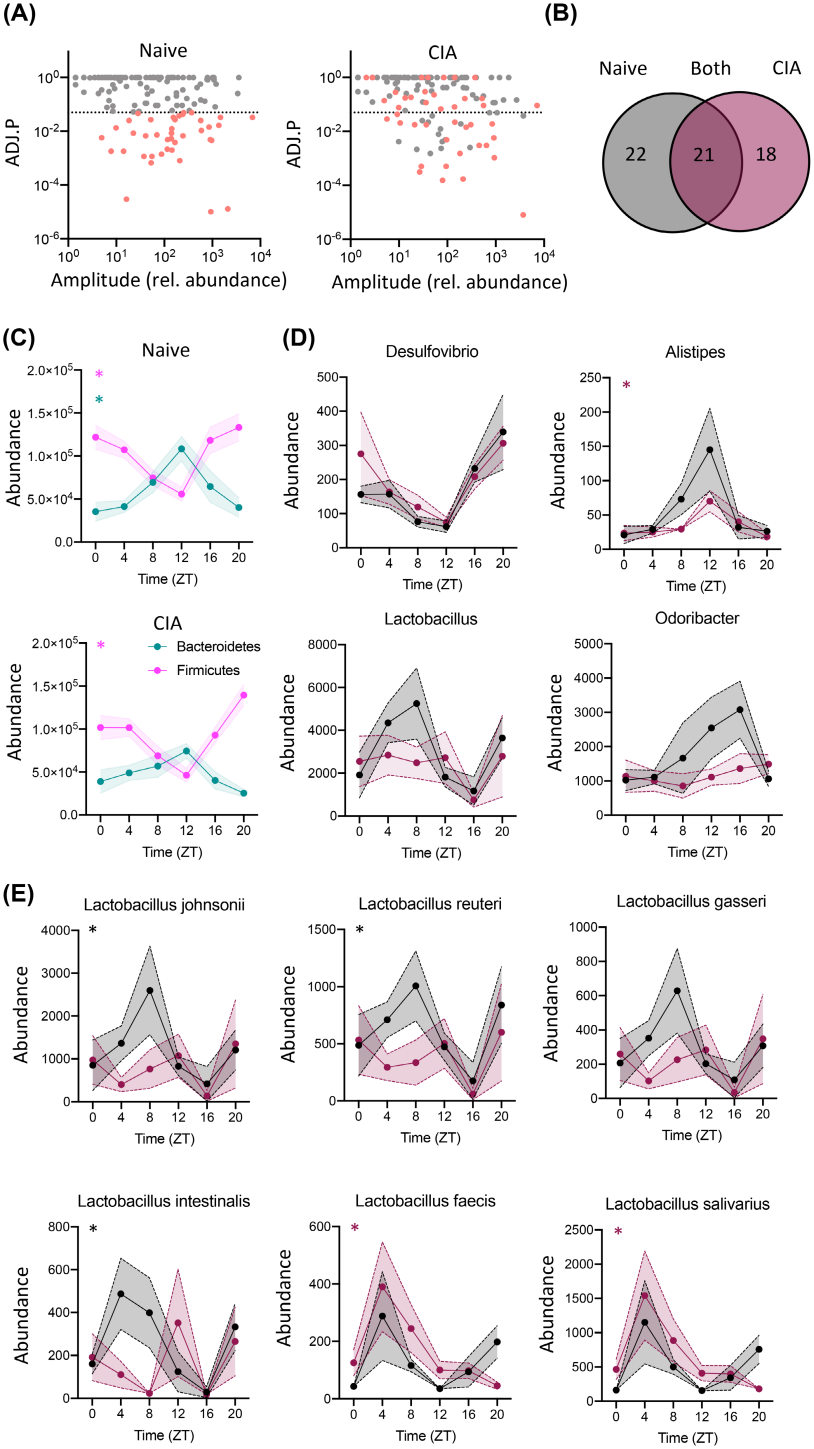
CIA is associated with altered daily rhythms in the gut microbiota in a taxa specific manner. (A) Abundance and rhythmicity (JTK_Cycle analysis) of the OTUs detected in each condition. OTUs which have are significantly rhythmic in naïve animals (*p*adj < .05) are highlighted in pink in both graphs. (B) Numbers of significantly rhythmic (*p*adj < .05) OTUs in each treatment group. (C) Abundance of the two dominant phyla bacteroidetes and firmicutes across the circadian day in naïve and CIA animals (*n* = 5/time point), values are mean ± SEM, * denotes significant 24 h rhythms (*p*adj < .05) (assessed using JTK_Cycle analysis). (D) Abundance of 4 bacterial genera across the circadian day in naïve and CIA animals (*n* = 5/time point), values are mean ± SEM, * denotes significant 24 h rhythms (*p*adj < .05) (assessed using JTK_Cycle analysis). (E) Abundance of 6 species of lactobacillus across the circadian day in naïve and CIA animals (*n* = 5/time point), values are mean ± SEM, * denotes significant 24 h rhythms (*p*adj < .05) (assessed using JTK_Cycle analysis).

To explore this temporal remodeling of the microbiota further, we analyzed the impact of CIA at the bacterial phyla, genera and species level identified by our sequencing (Figure 4C,D). As expected^38^ the most abundant phyla, the *Firmicutes* and *Bacteroidetes*, exhibited diurnal rhythmicity in naïve animals and were in antiphase to one another. Of note rhythmicity in the *Bacteroidetes* was dampened in the setting of CIA (Figure 4C). Further taxonomic profiling at the genera level revealed reductions in peak abundance in several microbes including *Odoribacter*, *Alistipes* and *Lactobacillus* (Figure 4D). *Lactobacillus* are a symbiotic genera of *Firmicutes*, which regulate both the adaptive and innate arms of the immune system^39^, ^40^ and have been observed to influence the severity of autoimmune disease such as EAE and allergic inflammation.^41^, ^42^, ^43^ Further analysis revealed the presence of 6 *Lactobacilli* species in the fecal samples (Figure 4E). In naïve animals the abundance of each species peaked during the rest phase (ZT4‐8). In CIA, some species maintained this peak (*L. faecis* and *L. salivarius*), but others exhibited reduced amplitude during the day (*L. johnsonii*, *L. reuteri* and *L. gasseri*) or a shift in the peak (*L. intestinalis*).

### 3.5 Arthritic mice exhibit altered profiles of microbial metabolites

We next focused on the consequences of CIA on circadian variation in microbial metabolites, which are well recognized for modulating immunity.^44^ First, we focused on short chain fatty acids (SCFAs) within the caecum, a major site for bacterial fermentation of non‐digestible dietary fiber (Figure 5A and Table S3). Results revealed that 5 of the 8 SCFA analyzed exhibited circadian variation in naïve animals (JTK_Cycle *p* adj < .05). Butyric acid and acetic acid peaked at ZT20 whereas, isovaleric acid, isobutyric acid and 2‐methylbutyric acid peaked at ZT6‐8. In the setting of CIA, 24 h rhythmicity in caecal SCFAs persisted. In addition to this targeted approach, metabolomic profiling of small polar metabolites was carried out on plasma samples from naïve and arthritic mice. Here we focused on two specific classes of immune modulatory compounds—tryptophan metabolites and bile acids (BAs) (Figure 5B,C and Table S4). (The full dataset has been published elsewhere^29^). We detected that 13 of the 18 tryptophan metabolites in the plasma samples were rhythmic in naïve animals. Of these several are known to be influenced by the microbiome: 3‐indoxyl sulfate, indoleacetate, indole acrylate, indolelactate, indole proprionate, N‐acetyltryptophan, and methyl indole‐3‐acetate. These microbial metabolites were altered in CIA, with loss of rhythmicity in indolelactate and methyl indole‐3‐acetate. Of the 7 modified BAs detected in the plasma, deoxycholate and taurodeoxycholate are secondary BAs transformed by the microbiota. Intriguingly, both exhibited altered rhythmicity in CIA with higher circulating levels in the dark phase in arthritic mice. Together, these data suggest that chronic inflammatory arthritis induces fundamental changes in the rhythmicity of circulating microbial metabolites, with a striking selectivity of action.

**FIGURE 5:**
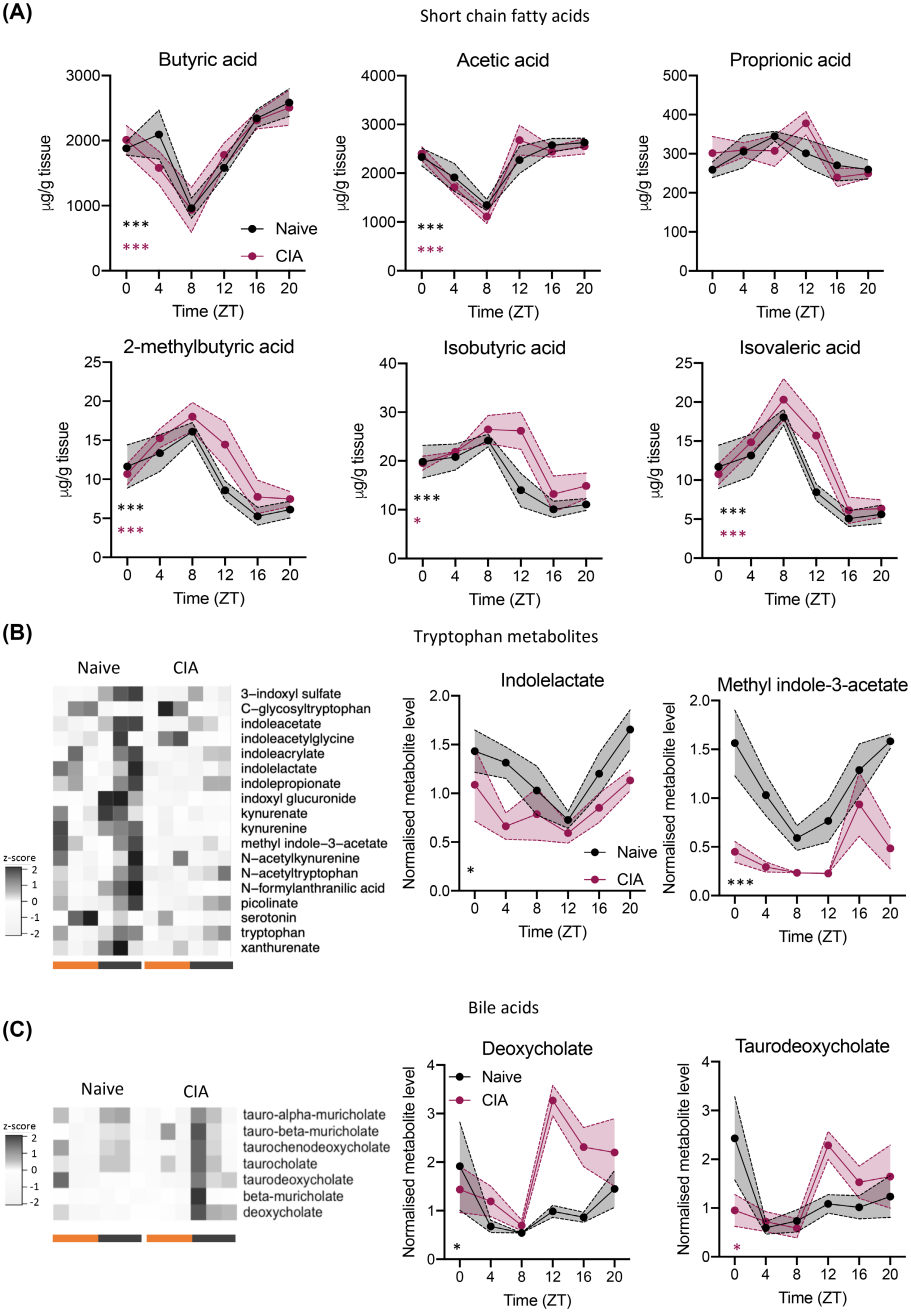
Circadian profiles of microbial metabolites are altered in inflammatory arthritis. (A) Metabolomic analysis of short chain fatty acids (SCFA) in caecal samples from naïve and CIA mice over the 24 h day, *n* = 5/time point, values are mean ± SEM, asterix denotes significant 24 h rhythms (assessed using JTK_Cycle) whereby *padj < .05, **padj < .01 and ***padj < .005. Metabolomic analysis of (B) tryptophan metabolites and (C) bile acids in plasma samples from naïve and CIA mice over the 24 h day, *n* = 5/time point, values are mean ± SEM asterix denotes significant 24 h rhythms (assessed using JTK_Cycle) whereby *padj < .05, **padj < .01 and ***padj < .005.

## 4 DISCUSSION

The circadian clock directs rhythms in physiological processes within the colon. In the setting of arthritis, a number of these circadian regulated processes, critical for maintaining immune homeostasis, become disrupted. This occurs in the absence of local colonic inflammation and with minimal disruption of the core clock. This is in line with earlier observations that immune insults (such as tumorigenesis or depletion of the microbiota) can re‐programme distal circadian processes in the absence of changes to the core clock.^15^, ^45^ In addition to this temporal re‐organization, our results highlighted significant up‐regulation of genes involved in tight junctions. Together these data indicate detrimental effects on gut barrier function.

Barrier permeability was affected by arthritis. Naive animals exhibited robust daily variation in fecal albumin levels, peaking at ZT8, which complements observations in the small intestines.^19^ Daytime barrier permeability was enhanced in arthritic mice. The noted discordance between gene expression (heightened gene expression in CIA) and barrier function (leaky barrier) may indicate compensatory up‐regulation of tight‐junction associated genes in a partially successful attempt to maintain barrier function. These observations in mouse CIA correlate with recent data from RA patients showing increased levels of markers for gut‐permeability in the serum, including bacterial products, compared to healthy controls.^46^, ^47^ Our data highlights the temporally dynamic nature of colonic permeability, revealing that whilst arthritis affects barrier permeability, rhythms are maintained. Others have reported early changes in gut permeability in CIA induced by zonulin, which is produced by IECs and promotes disengagement of ZO‐1 protein from the tight junction complex.^47^ We were unable to reliably detect zonulin in blood samples from our animals to examine this potential mechanism in our experimental cohorts. Increased barrier permeability during disease initiation is reported to be accompanied by increased frequencies of Th1 and Th17 cells in the small intestines, which have the potential to migrate to the joints.^47^ Our studies here did not reveal any significant changes in total CD4^+^ T cell numbers within the colonic lamina propria of mice with established arthritis, suggesting maintained barrier leakiness in established disease in the absence of intestinal inflammation. However, whilst numbers do not change, we cannot rule out altered CD4+ T cell function. We also note that here we restricted our analysis to examining cellular changes within the colonic lamina propria. Other studies in mouse models of arthritis have detected the presence of inflammatory cell infiltrates in the small intestines.^46^, ^47^

Bacteria 16S rRNA sequencing revealed temporal re‐organization of the gut microbiota in arthritis. We did not see any significant difference in the diversity of this community, instead genus specific dampening of daily oscillations in abundance. Heddes and colleagues recently revealed a critical role for the IEC clock in driving 24 h rhythms in a significant proportion of the microbiota and its metabolic outputs.^22^ Here, the temporal re‐organization of the microbiota occurs in the presence of a robust gut clock, thus we do not see this as a consequence of intestinal clock dampening. We observed loss of 24 h rhythmicity within *Alistipes* and *Odoribacter* (both *Bacteroidetes*) and *Lactobacillus* (a *Firmicute*). Whilst other murine and human studies have taken a “snapshot” approach to assess microbial changes in the setting or inflammatory arthritis, here we take in a broader perspective assessing abundance around the clock. Given the circadian dynamics of this community and our growing understanding of the importance of these oscillations to host health^15^, ^17^, ^20^ this approach is necessary to fully address host‐microbiome interactions and their contribution to development and perpetuation of inflammatory arthritis, and potentially co‐morbidities. Taking into account the high amplitude oscillations in a significant proportion of the gut microbiota, without knowing the time of day at which the community was sampled in previous studies, it is hard to draw comparisons between previous work and data presented here. Of note however, a previous study in RA patients has identified reduced abundance of *Odoribacter* and *Lactobacillus* compared to healthy controls.^48^ Recent work has linked arrhythmic taxa as a predictor of Type 2 diabetes^20^ and our data here further supports the notion that loss of rhythmicity in the microbiota is associated with disease. Loss of rhythms within the microbiota in the setting of CIA may impact disease progression and the development of co‐morbidities. As an example, we know that loss in diurnal oscillations of the microbiota alters host metabolic homeostasis.^21^

We further focused on investigating changes in rhythms within *Lactobacilli* in the setting of arthritis. These *Firmicutes* have been linked to the development of arthritis^49^ and dietary supplementation with certain species has a protective effect in animal models of arthritis.^50^, ^51^ Our data demonstrates dampening of the peak abundance (ZT8) of species of *Lactobacillus*, including *L. reuteri*. *L. reuteri* can enhance intestinal barrier function^52^; promote dendritic cell maturation and IL10 production^53^; has protective effects in allergic lung inflammation^42^ and colitis^54^; and conversely has recently been linked to exacerbations of EAE.^43^ With such widespread functions, it will be pertinent in the future to understand the consequence of loss of rhythms in this species on barrier function and immune cell populations.

Whilst it is clear that microbes within the gut can themselves induce changes to host immunity, microbial metabolites are emerging to play a critical role. This includes SCFA, tryptophan metabolites and secondary bile acids.^12^ There is growing recognition that SCFA concentrations within biological samples exhibit 24 h variation.^55^, ^56^, ^57^ We show here 24 h rhythmicity across multiple classes of microbial metabolites, and for the first time, the consequence of inflammatory arthritis on this rhythmicity. SCFAs are derived from bacterial anaerobic fermentation of dietary fiber, and have a plethora of immunomodulatory functions impacting on a vast range of cell types.^58^ We identified robust rhythmicity in caecal SCFA concentrations, which persists in CIA. Within the plasma, we observed loss of rhythmicity of two tryptophan metabolites with established anti‐inflammatory activity: indolelactate^59^ and methyl indole‐3‐acetate (a methyl ester of indole‐3‐acetic acid which itself has been shown to promote IL‐22 production and barrier maintenance^60^ and has protective effects in a mouse model of ankylosing spondylitis^61^). Tryptophan metabolites are produced by mouse and human gut bacteria including *L. reuteri* and *Clostridium sporogenes* ^39^, ^62^, ^63^ thus it is feasible that the loss of rhythmicity in *L. reuteri* contributes to dampened rhythms in these indoles. Analysis of microbial metabolites from a global metabolite screen also identified changes in circulating levels of two secondary bile acids, deoxycholate and taurodeoxycholate. Secondary bile acids are implicated in the regulation of T cell subsets within the lamina propria, colon and periphery^64^, ^65^, ^66^ and more specifically high levels of deoxycholate has been linked to intestinal barrier dysfunction.^67^ Taken together these data implicate temporal remodeling not only in the microbial composition of the gut but also metabolic outputs. It is established that rhythmicity within the gut microbiome is important for metabolic health and we postulate that the same may be true for immune health.

These studies reveal that temporal co‐ordination of the gut transcriptome is re‐modeled in a mouse model of chronic inflammatory arthritis in the absence of local inflammation and with minimal changes to the colonic core molecular clock. Animals with established disease exhibit enhanced gut barrier permeability and loss of rhythms within bacterial taxa and microbial metabolites with known benefits to the host. Determining underlying causality within the CIA associated disturbances in gut permeability, microbiome rhythmicity and colon transcriptome is difficult to assess given the interdependent relationship between host gut function and its microbiota. There is also evidence to suggest that changes in barrier function within the colon may occur during the initial development of CIA, and persist during the chronic stages of disease. During early disease establishment significant shifts occur in the composition and diversity of the intestinal microbiota and its metabolic outputs^46^, ^47^, ^68^, ^69^ which are recognized to mediate increased intestinal permeability.^47^ Persistent joint inflammation and the associated elevation and rhythmicity in circulating cytokines including IL6, IL1β and interferon γ (IFNγ)^29^, ^30^ are likely to perpetuate altered gut function. IFNγ can downregulate IL10 receptor expression on IECs, which promotes reduced gut permeability.^46^ Similarly, IL6 and IL1β are associated with modulation of tight junction permeability at the intestinal epithelial barrier.^70^, ^71^ We postulate that changes in barrier permeability precede altered circadian regulation of the microbiome, which in turn feeds back onto the gut transcriptome. Certainly a loss of rhythms in the microbiota can lead to altered circadian expression of genes and proteins within the gut.^15^, ^17^ Further work is warranted to assess mechanisms underlying cross‐talk between the inflamed joint, the colon and its constituents, to address what is driving altered circadian regulation of the gut microbiome in arthritis.

It is now established that rhythms in the microbiome are important for optimal metabolism. Given the influence of the microbiome over the development and maintenance of the immune system, we postulate that a rhythmic microbiome is equally important for immunity, and disruption of these rhythms may negatively impact development, progression and resolution of arthritis and even disease treatment.

## AUTHOR CONTRIBUTIONS

Julie Elizabeth Gibbs, David A. Bechtold and Matthew R. Hepworth conceived and designed the research. Devin Amanda Simpkins, Polly Downton, Suzanna H. Dickson, Kathryn J. Gray and Julie Elizabeth Gibbs performed the research and acquired the data. Devin Amanda Simpkins, Robert J. Maidstone and Julie Elizabeth Gibbs analyzed and interpreted the data. Devin Amanda Simpkins, Polly Downton, David W. Ray, Joanne E. Konkel, Matthew R. Hepworth, David A. Bechtold and Julie Elizabeth Gibbs drafted and revised the manuscript.

## FUNDING INFORMATION

This work has also been funded through grants from the MRC (MR/S002715/1 to JEG, DWR and JEK; and MR/P023576/1 to DWR, DAB and JEG). JEG is a Versus Arthritis Senior Fellow (22625). MRH is supported by a Sir Henry Dale Fellowship jointly funded by the Wellcome Trust and the Royal Society (105644/Z/14/Z), BBSRC (BB/T014482/1) and Lister Institute of Preventable Medicine Prize. JEK is also funded by the BBSRC (BB/M025977/1), Lister Institute of Preventable Medicine and Versus Arthritis. DWR is also funded by the Wellcome Trust (107849/Z/15/Z).

## DISCLOSURES

The authors declare no conflicts of interest.

## Supporting information

Table S1.

Figure S1.

## Data Availability

The mouse colon RNASeq data that support the findings of this study will be openly available from 15/03/2023 at www.ncbi.nlm.nih.gove/geo record GSE184233 (Consequences of collagen induced inflammatory arthritis on circadian regulation of the gut microbiome). The 16S rRNA data is available upon reasonable request.

# Supplementary material for: Consequences of collagen induced inflammatory arthritis on circadian regulation of the gut microbiome
**Source:** FASEB J. 2022 Dec 15;37(1):e22704. doi: 10.1096/fj.202201728R
**Supplement:** Supplementary file 1 — Table S1.

**Supplementary Table 1:** Packages used in R Studio analysis

| **Method** | **Package name** | **Ref** | **URL** |
| --- | --- | --- | --- |
| RNA Sequencing  / 16s analysis | Bioformat | [1] | https://github.com/joey711/biomformat/ |
|  |  |  | http://biom-format.org/. |
| RNA Sequencing | RColorBrewer | [2] | https://CRAN.R-project.org/package=RColorBrewer |
| RNA Sequencing | compareRhythms | [3] | https://github.com/bharathananth/compareRhythms |
| RNA Sequencing | clusterProfiler | [4] | https://www.bioconductor.org/packages/clusterProfiler |
| RNA Sequencing | limma | [5] | https://git.bioconductor.org/packages/limma |
| RNA Sequencing | dplyr | [6] | https://CRAN.R-project.org/package=dplyr |
| RNA Sequencing | tidyverse | [7] | <https://doi.org/10.21105/joss.01686> |
| RNA Sequencing | MAGeCKFlute | [8] | https://git.bioconductor.org/packages/MAGeCKFlute |
| RNA Sequencing | pathview | [9] | http: //bioinformatics.oxfordjournals.org/content/29/14/1830.full. |
| RNA Sequencing | ggplot2 | [10] | http://ggplot2.tidyverse.org, https://github.com/tidyverse/ggplot2 |
| RNA Sequencing / 16s analysis | gplots | [11] | https://CRAN.R-project.org/package=gplots |
| RNA Sequencing | patchwork | [12] | https://CRAN.R-project.org/package=patchwork |
| RNA Sequencing | ggforce | [13] | https://CRAN.R-project.org/package=ggforce |
| 16s analysis | tibble | [14] | https://CRAN.R-project.org/package=tibble |
| 16s analysis | reshape | [15] | http://www.jstatsoft.org/v21/i12/paper |
| 16s analysis | stringr | [16] | https://CRAN.R-project.org/package=stringr |
| 16s analysis | plyr | [17] | http://www.jstatsoft.org/v40/i01/. |

**[1]** Paul J. McMurdie and Joseph N Paulson (2019). biomformat: An interface package for the BIOM file format. **[2]** Erich Neuwirth (2014). RColorBrewer: ColorBrewer Palettes. R package version 1.1-2. **[3]** Anne Pelikan, Hanspeter Herzel, Achim Kramer, Bharath Ananthasubramaniam bioRxiv 2020.12.18.423465. **[4]** G Yu*, LG Wang, Y Han, QY He. clusterProfiler: an R package for comparing biological themes among gene clusters.*OMICS: A Journal of Integrative Biology*2012, 16(5):284-287.***[5]** Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W., and Smyth, G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research 43(7), e47. **[6]** Hadley Wickham, Romain François, Lionel Henry and Kirill Müller (2020). dplyr: A Grammar of Data Manipulation. R package version 1.0.0. **[7]** Wickham et al., (2019). Welcome to the tidyverse. Journal of Open Source Software, 4(43), 1686. **[8]** Binbin Wang, Mei Wang, Wubing Zhang. “Integrative analysis of pooled CRISPR genetic screens using MAGeCKFlute.” Nature Protocols (2019), doi: 10.1038/s41596-018-0113-7. R package version 1.6.5. **[9]** Weijun Luo and Cory Brouwer. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics, 29(14):1830-1831, 2013. **[10]** H. Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York, 2016. **[11]** Gregory R. Warnes, Ben Bolker, Lodewijk Bonebakker, Robert Gentleman, Wolfgang Huber, Andy Liaw, Thomas Lumley, Martin Maechler, Arni Magnusson, Steffen Moeller, Marc Schwartz and Bill Venables (2020). gplots: Various R Programming Tools for Plotting Data. R package version 3.1.0. **[12]** Thomas Lin Pedersen (2020). patchwork: The Composer of Plots. R package version 1.0.1. **[13]** Thomas Lin Pedersen (2020). ggforce: Accelerating 'ggplot2'. R package version 0.3.2. **[14]** Kirill Müller and Hadley Wickham (2020). tibble: Simple Data Frames. R package version 3.0.3. **[15]** H. Wickham. Reshaping data with the reshape package. Journal of Statistical Software, 21(12), 2007. **[16]** Hadley Wickham (2019). stringr: Simple, Consistent Wrappers for Common String Operations. R package version 1.4.0. **[17]** Hadley Wickham (2011). The Split-Apply-Combine Strategy for Data Analysis. Journal of Statistical Software, 40(1), 1-29.

**Supplementary Table 2:** Antibodies used for staining of lamina propria cells for flow cytometry.

| **Antibody** | **Clone** | **Fluorophore** | **Supplier** |
| --- | --- | --- | --- |
| CD45 | 30-F11 | BV650, BV510 | BioLegend |
| CD3e | 145-2C11 | PerCP-Cyanine5.5 | eBioscience |
| Ly6G | 1A8 | BV42, AF700 | BioLegend |
| CD64 | X54-5/7.1 | APC | BioLegend |
| CD11b | M1/70 | BV605, PE | BioLegend |
| Siglec F | E50-2440 | PE-CF594 | BD Horizon |
| MHC II | M5/114.15.2 | FITC | Biolegend |
| CD19 | 6D5 | BV650 | BioLegend |
| CD4 | RM4-5 | AF700 | BioLegend |
| CD8 | 53-6.7 | BV785 | BioLegend |
| Ly6C | al-21 | PE-Cy7 | BD Pharmigen |

**Supplementary Table 3:** JTK_Cycle analysis of Caecal concentrations of SCFA

|  | **Naive** | | **CIA** | |
| --- | --- | --- | --- | --- |
| **SCFA** | ***Adj P*** | ***Lag*** | ***Adj P*** | ***Lag*** |
| Acetic acid | 0.0011 | 20 | 0.000070 | 20 |
| Proprionic acid | 0.20 | 10 | 0.18 | 10 |
| Butyric acid | 0.000085 | 20 | 0.00020 | 20 |
| Isovaleric acid | 0.00015 | 8 | 0.000002 | 8 |
| Isobutyric acid | 0.0013 | 6 | 0.013 | 8 |
| 2-Methylbutyric acid | 0.000057 | 8 | 0.00011 | 8 |
| Valeric acid | 0.80 | 18 | 0.47 | 10 |
| Hexanoic acid | 1.000000 | 0 | 0.30 | 22 |

|  | **Naïve** | | **CIA** | |
| --- | --- | --- | --- | --- |
| **Tryptophan metabolite** | ***Adj P*** | ***Lag*** | ***Adj P*** | ***Lag*** |
| 3-indoxyl sulfate* | 0.000051 | 18 | 0.021 | 18 |
| C-glycosyltryptophan | 0.14 | 8 | 0.000094 | 8 |
| Indoleacetate* | 0.0015 | 18 | 0.046 | 18 |
| Indoleacetylglycine | 0.039 | 18 | 1.00 | 18 |
| Indoleacrylate* | 0.031 | 20 | 0.018 | 22 |
| Indolelactate* | 0.020 | 0 | 0.089 | 22 |
| Indolepropionate* | 0.0019 | 22 | 0.0000055 | 20 |
| Indoxyl glucuronide | 0.0073 | 18 | 0.26 | 18 |
| Kynurenate | 0.72 | 16 | 0.95 | 20 |
| Kynurenine | 0.14 | 20 | 0.35 | 18 |
| Methyl indole-3-acetate* | 0.00022 | 22 | 0.67 | 22 |
| N-acetylkynurenine | 0.026 | 20 | 1.0 | 6 |
| N-acetyltryptophan* | 0.0000055 | 20 | 0.019 | 20 |
| N-formylanthranilic acid | 0.00042 | 20 | 0.00039 | 18 |
| Picolinate | 0.00093 | 20 | 0.0059 | 18 |
| Serotonin* | 1.00 | 6 | 0.86 | 10 |
| Tryptophan | 0.000041 | 20 | 0.000034 | 18 |
| Xanthurenate | 0.068 | 18 | 0.061 | 18 |
| **Bile acids** | ***Adj P*** | ***Lag*** | ***Adj P*** | ***Lag*** |
| Tauro-alpha muricholate | 1.00 | 18 | 0.072 | 14 |
| Tauro-beta-muricholate | 0.28 | 18 | 0.0028 | 16 |
| Taurochenodeoxycholate | 0.30 | 16 | 0.10 | 16 |
| Taurocholate | 0.25 | 18 | 0.10 | 16 |
| Taurodeoxycholate* | 1.00 | 22 | 0.027 | 16 |
| Beta muricholate | 1.00 | 22 | 0.080 | 14 |
| Deoxycholate* | 0.014 | 20 | 0.13 | 16 |

**Supplementary Table 4:** JTK_Cycle analysis of serum concentrations of microbial metabolites

*Associated with the microbiota

# Supplementary material for: Consequences of collagen induced inflammatory arthritis on circadian regulation of the gut microbiome
**Source:** FASEB J. 2022 Dec 15;37(1):e22704. doi: 10.1096/fj.202201728R
**Supplement:** Supplementary file 2 — Figure S1.

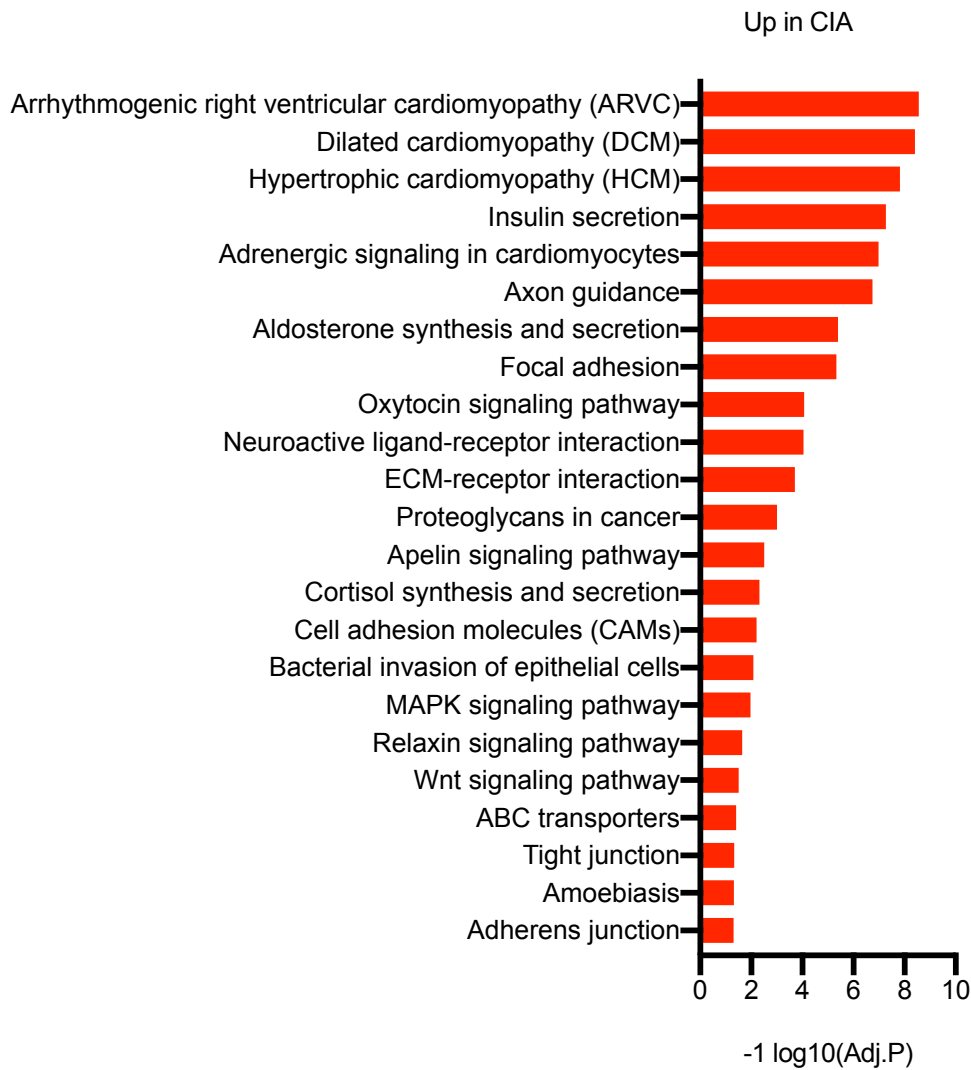

**Supplementary Figure 1:** Pathway analysis (KEGG mouse 2019,  $P_{\text{adj}} < 0.05$ ) of transcripts that are up in colonic tissue from CIA mice compared to naïve tissue

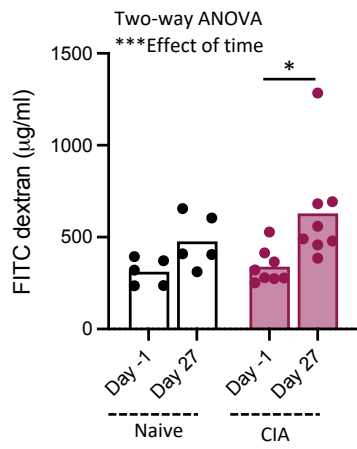

**Supplementary Figure 2:** FITC dextran concentrations in serum post oral gavage at ZT0 in naïve mice (n=5) and CIA mice (n=8) prior to collagen immunisation (day -1, CIA only) and after development of symptoms in CIA mice (day 27 onwards). Two-way ANOVA (effect of time  $P=0.005$ ) with post-hoc Tukey multiple comparison tests.

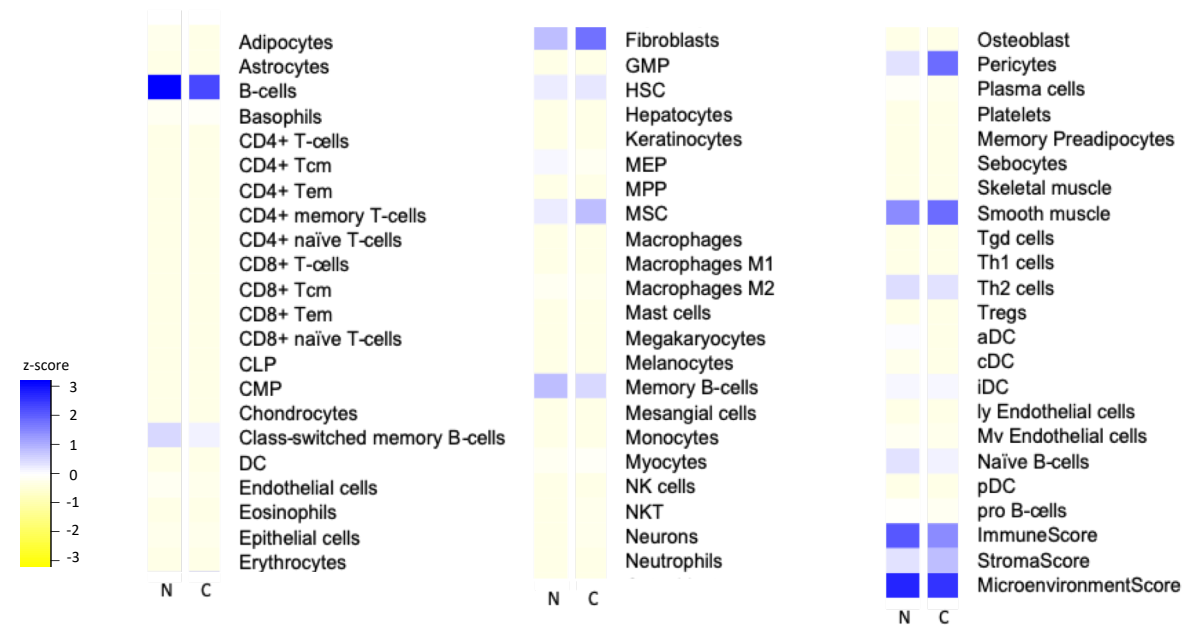

**Supplementary Figure 3:** X cell enrichment analysis from gut RNAseq data was used to associate gene expression to related cell types. Data is averaged from 5 replicates and 6 time points.

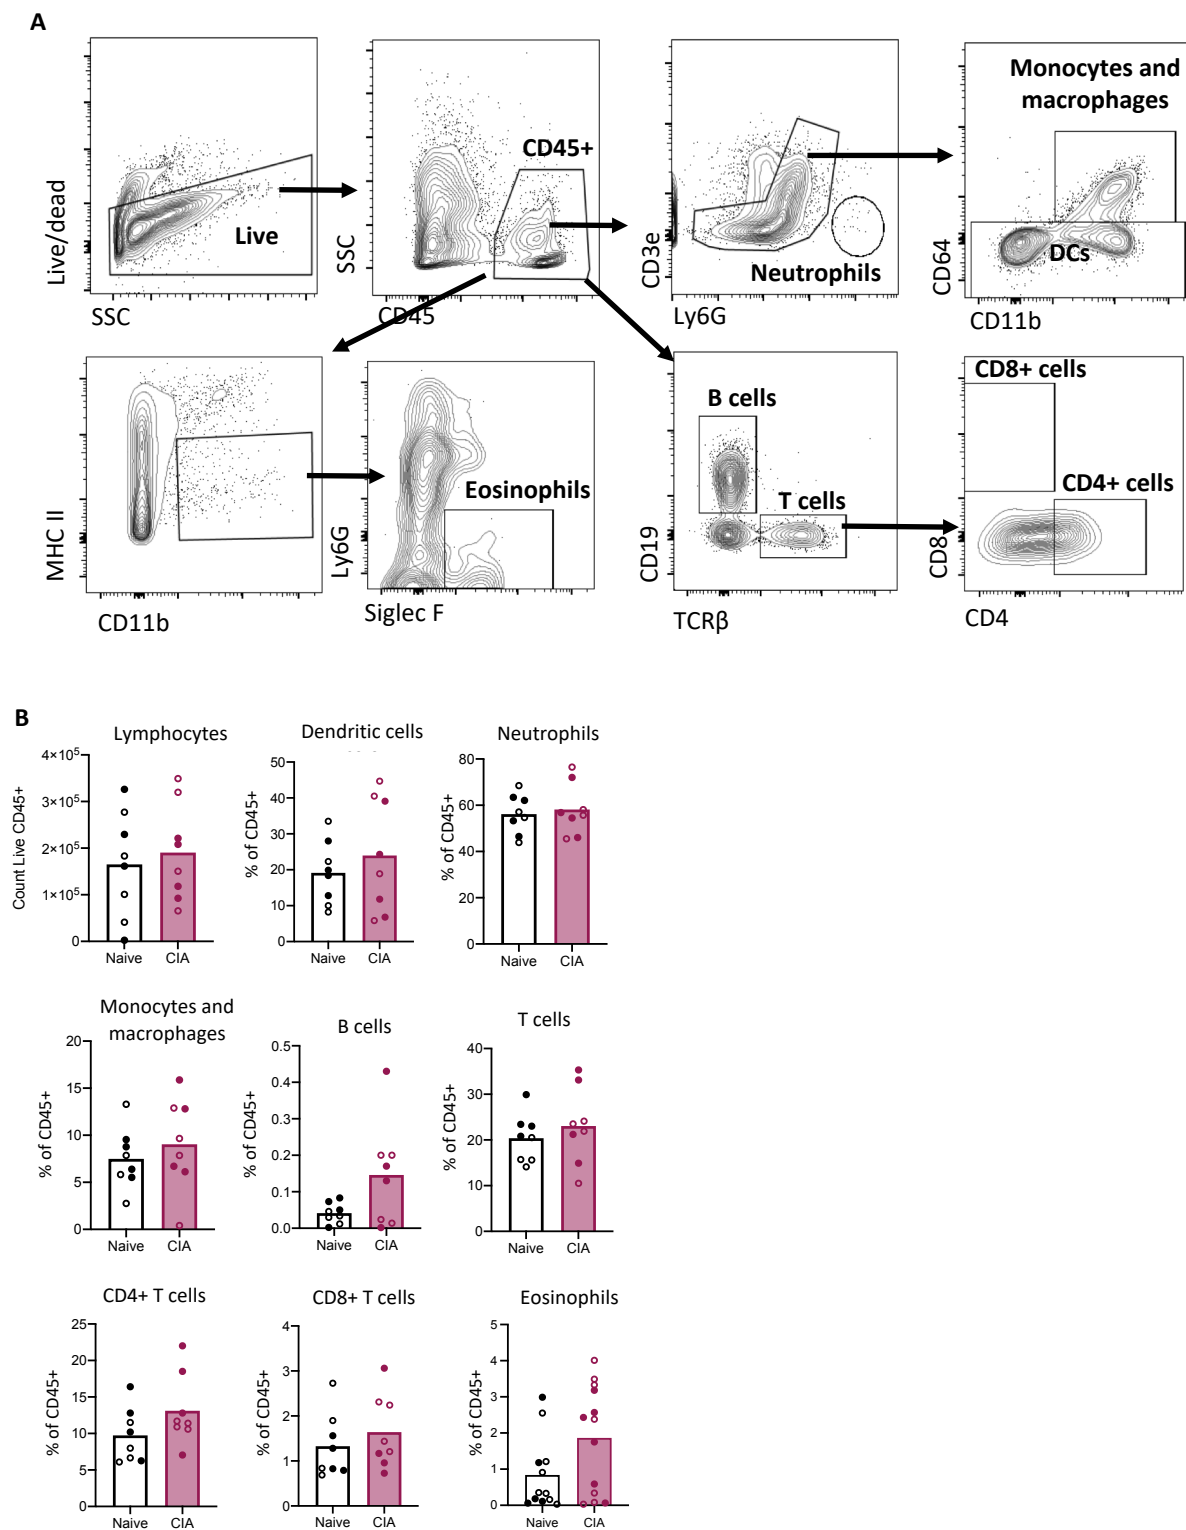

**Supplementary Figure 4:** (A) Gating strategy for identification of immune cell populations within the colonic lamina propria. All gates were informed by fluorescence-minus one (FMO) controls. (B) Quantification of immune cell populations within the colonic lamina propria in naïve (black) and arthritic (maroon) animals at ZT 8 (open circles) and ZT20 (closed circles) n=8/treatment in all except eosinophils where naïve; n=12 and CIA; n=13.

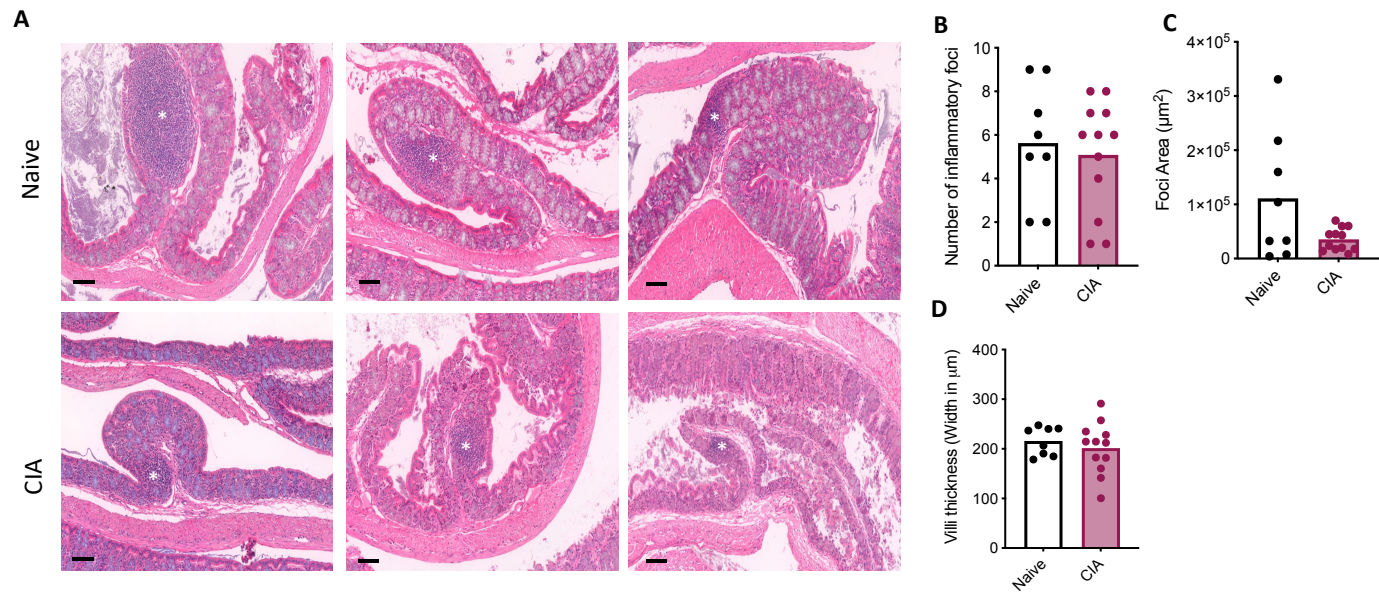

**Supplementary Figure 5:** (A) Histological analysis of lamina propria. Representative histology images of samples stained with H and E. Scale represents 100  $\mu\text{m}$ . \* shows representative foci of inflammation. (B) Total number of inflammatory foci per slide, naive (n=8), CIA (n=12). (C) Area of each inflammatory foci, each point is the average area of all foci in each sample, naive (n=8), CIA (n=12). (D) Villi thickness, each point is the average of 3 regions of interest, naive (n=8) and CIA (n=12).

A

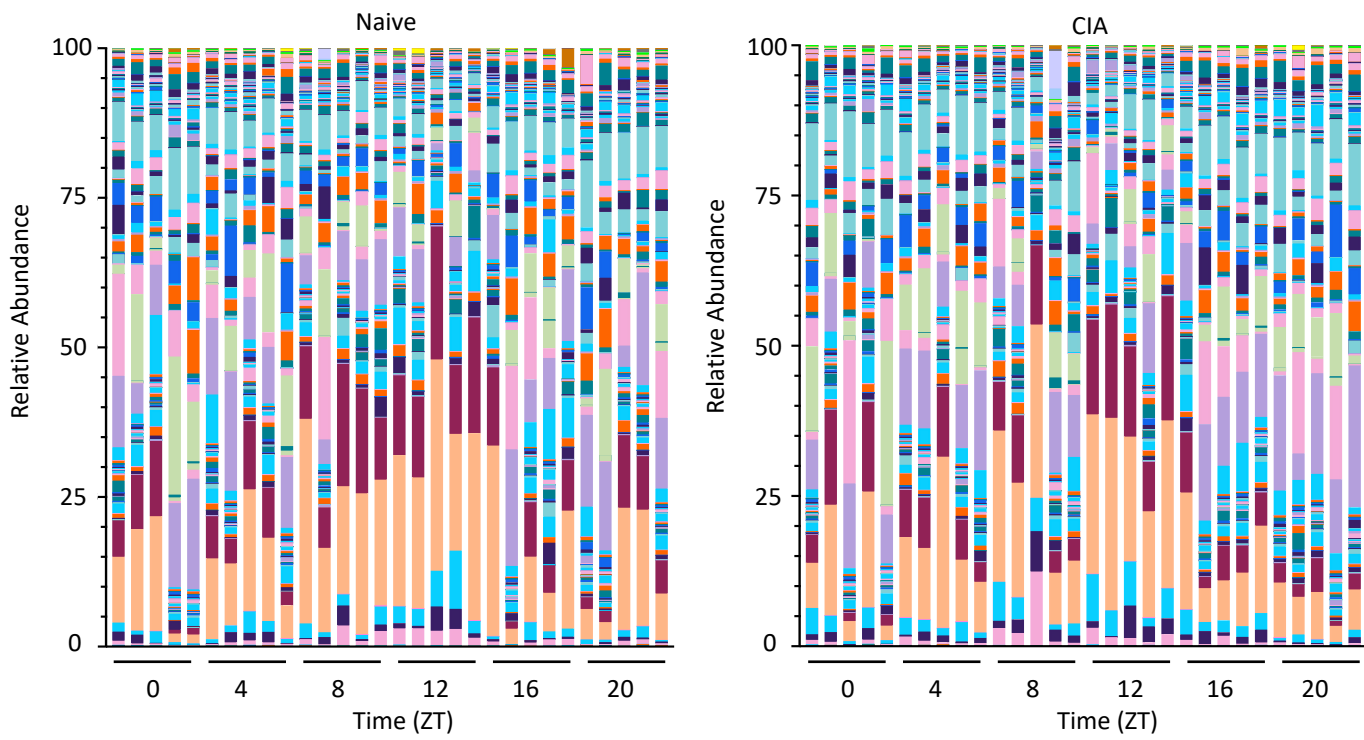

B

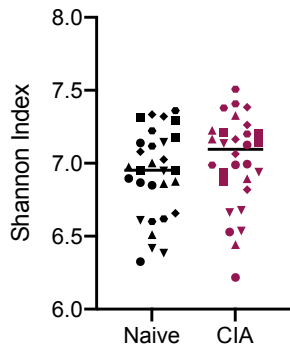

**Supplementary Figure 6:** (A) Relative abundance at the species level as determined by 16S rRNA sequencing in faecal samples collected from naïve and CIA mice across the circadian day (n=5 mice per time point). Each colour represents a different species (see Supplemental Figure 8 for full legend). (B) Comparison of species diversity (Shannon index) between samples from naïve and CIA mice (n=30 per group). Circle =ZT0, square=ZT4, triangle=ZT8, downward triangle=ZT12, hexagon=ZT16 and diamond=ZT20.

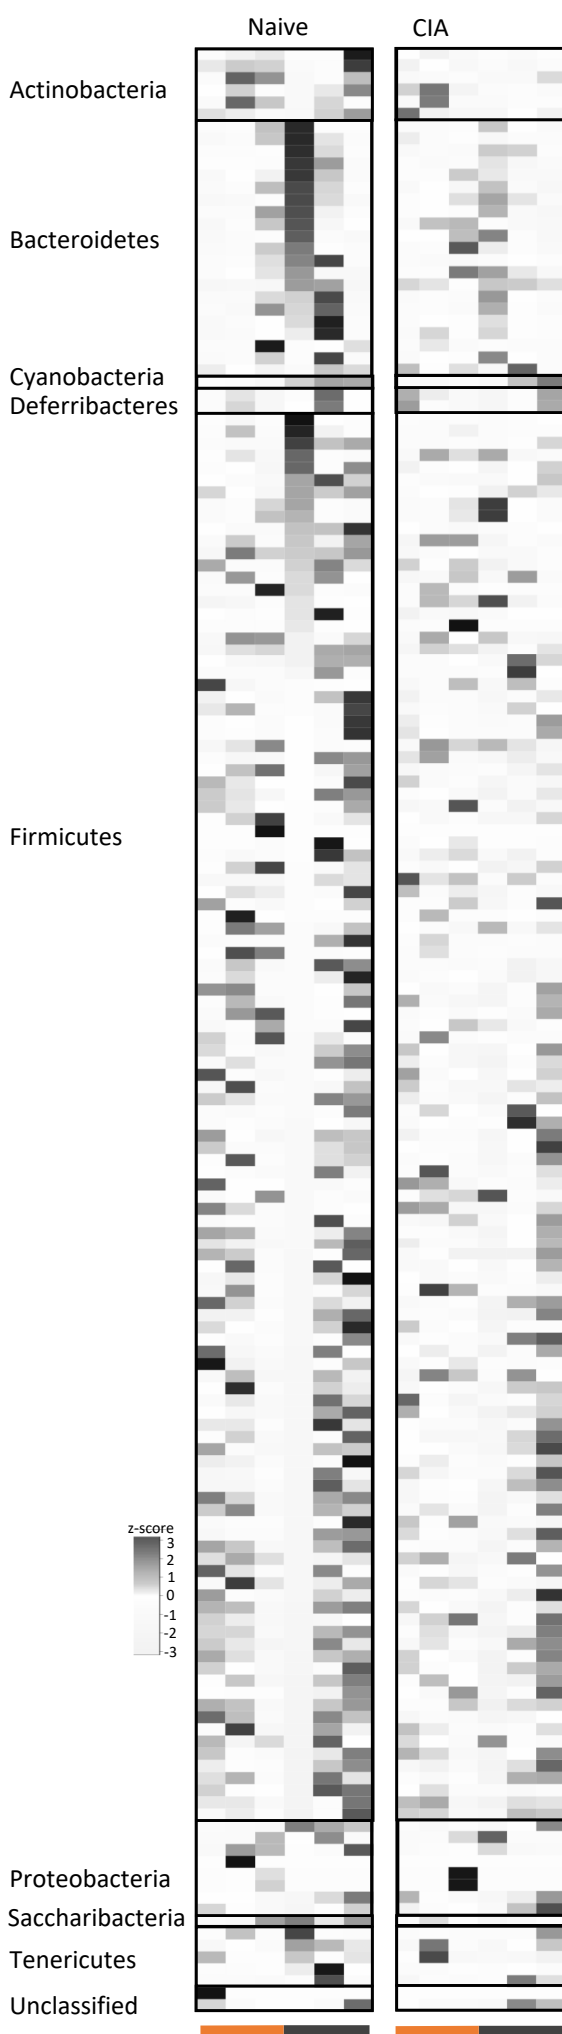

**Supplementary Figure 7:** Heat map illustrating the temporal organization of microbial species (organized by phylum) within the gut microbiota across the 24h day (orange: ZT0, ZT4 and ZT8 and black: ZT12, ZT16, ZT20), n=5/time point.

## Legend for relative abundance at species level (Supplementary Figure 6) Naïve samples

k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;s\_uncultured Clostridiales bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;s\_unidentified  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 6;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_bacterium enrichment culture clone M244  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_uncultured Clostridiales bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_unidentified  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium;s\_bacterium NLAE-zl-H60  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae NK4A214 group;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-004;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-005;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-009;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-010;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-010;s\_unidentified  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-013;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-013;s\_uncultured organism  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured Acetivibrio sp  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured Firmicutes bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured rumen bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured Ruminococcaceae bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_unidentified  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcus 1;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcus 1;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcus 1;s\_unidentified  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_[Clostridium] leptum  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_Oscillospiraceae bacterium VE202-24  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_uncultured bacterium  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_unidentified  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;NA;NA  
k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;NA;NA;NA  
k\_Bacteria;p\_Firmicutes;c\_Erysipelotrichia;o\_Erysipelotrichales;f\_Erysipelotrichaceae;g\_uncultured;s\_unidentified  
k\_Bacteria;p\_Proteobacteria;o\_Rhodospirillales;f\_Rhodospirillaceae;g\_Thalassospira;s\_Azospirillum sp  
k\_Bacteria;p\_Proteobacteria;c\_Alphaproteobacteria;o\_Rickettsiales;f\_Mitochondria;g\_Oryza meyeriana;s\_Oryza meyeriana  
k\_Bacteria;p\_Proteobacteria;c\_Alphaproteobacteria;o\_Rickettsiales;f\_Mitochondria;NA;NA  
k\_Bacteria;p\_Proteobacteria;c\_Betaproteobacteria;o\_Burkholderiales;f\_Alcaligenaceae;g\_Parasutterella;s\_uncultured bacterium  
k\_Bacteria;p\_Proteobacteria;c\_Deltaproteobacteria;o\_Desulfovibrionales;f\_Desulfovibrionaceae;g\_Bilophila;s\_uncultured bacterium  
k\_Bacteria;p\_Proteobacteria;c\_Deltaproteobacteria;o\_Desulfovibrionales;f\_Desulfovibrionaceae;g\_Desulfovibrio;s\_unidentified  
k\_Bacteria;p\_Proteobacteria;c\_Epsilonproteobacteria;o\_Campylobacteriales;f\_Helicobacteraceae;g\_Helicobacter;NA  
k\_Bacteria;p\_Proteobacteria;c\_Epsilonproteobacteria;o\_Campylobacteriales;f\_Helicobacteraceae;g\_Helicobacter;s\_uncultured Helicobacter sp  
k\_Bacteria;p\_Saccharibacteria;c\_Unknown Class;o\_Unknown Order;f\_Unknown Family;g\_Candidatus Saccharimonas;s\_uncultured bacterium  
k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Anaeroplasmatales;f\_Anaeroplasmataceae;g\_Anaeroplasma;s\_uncultured organism  
k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Anaeroplasmatales;f\_Anaeroplasmataceae;g\_Anaeroplasma;s\_unidentified  
k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Mollicutes RF9;f\_uncultured bacterium;g\_uncultured bacterium;s\_uncultured bacterium  
k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Mollicutes RF9;f\_unidentified;g\_unidentified;s\_unidentified  
k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Mollicutes RF9;NA;NA;NA  
NA;NA;NA;NA;NA;NA  
NA;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;NA;NA

Legend for relative abundance at species level (Supplementary Figure 6) CIA samples

- k\_Bacteria;p\_Actinobacteria;c\_Coribacteriia;o\_Coribacteriales;f\_Coribacteriaceae;g\_Enterorhabdus;s\_Enterorhabdus mucosicola
- k\_Bacteria;p\_Actinobacteria;c\_Coribacteriia;o\_Coribacteriales;f\_Coribacteriaceae;g\_Enterorhabdus;s\_mouse gut metagenome
- k\_Bacteria;p\_Actinobacteria;c\_Coribacteriia;o\_Coribacteriales;f\_Coribacteriaceae;g\_Enterorhabdus;s\_uncultured bacterium
- k\_Bacteria;p\_Actinobacteria;c\_Coribacteriia;o\_Coribacteriales;f\_Coribacteriaceae;g\_Enterorhabdus;s\_unidentified
- k\_Bacteria;p\_Actinobacteria;c\_Coribacteriia;o\_Coribacteriales;f\_Coribacteriaceae;g\_uncultured;s\_uncultured Coribacteriales bacterium
- k\_Bacteria;p\_Actinobacteria;c\_Coribacteriia;o\_Coribacteriales;f\_Coribacteriaceae;g\_NA;NA
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidaceae;g\_Bacteroides;NA
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidaceae;g\_Bacteroides;s\_Bacteroides acidifaciens
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidaceae;g\_Bacteroides;s\_human gut metagenome
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidaceae;g\_Bacteroides;s\_unidentified
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidales S24-7 group;g\_mouse gut metagenome;s\_mouse gut metagenome
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidales S24-7 group;g\_uncultured bacterium;s\_uncultured bacterium
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidales S24-7 group;g\_uncultured Bacteroidales bacterium;s\_uncultured Bacteroidales bacterium
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidales S24-7 group;g\_uncultured organism;s\_uncultured organism
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Bacteroidales S24-7 group;NA;NA
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Porphyromonadaceae;g\_Odoribacter;s\_uncultured bacterium
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Porphyromonadaceae;g\_Odoribacter;s\_unidentified
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Porphyromonadaceae;g\_Parabacteroides;NA
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Porphyromonadaceae;g\_Parabacteroides;s\_Parabacteroides goldsteini
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Prevotellaceae;g\_Prevotellaceae UCG-001;s\_uncultured bacterium
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Alistipes;NA
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Alistipes;s\_Bacteroidales bacterium pH8
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Alistipes;s\_uncultured bacterium
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Alistipes;s\_uncultured organism
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Alistipes;s\_unidentified
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Rikenella;s\_uncultured bacterium
- k\_Bacteria;p\_Bacteroidetes;c\_Bacteroidia;o\_Bacteroidales;f\_Rikenellaceae;g\_Rikenellaceae RC9 gut group;s\_uncultured bacterium
- k\_Bacteria;p\_Cyanobacteria;c\_Chloroplasto;g\_Phaseolus acutifolius (teary bean);f\_Phaseolus acutifolius (teary bean);s\_Phaseolus acutifolius (teary bean)
- k\_Bacteria;p\_Deferribacteres;c\_Deferribacteres;o\_Deferribacterales;f\_Deferribacteraceae;g\_Mucispirillum;NA
- k\_Bacteria;p\_Deferribacteres;c\_Deferribacteres;o\_Deferribacterales;f\_Deferribacteraceae;g\_Mucispirillum;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Enterococcaceae;g\_Enterococcus;NA
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Lactobacillaceae;g\_Lactobacillus;s\_Lactobacillus faecis
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Lactobacillaceae;g\_Lactobacillus;s\_Lactobacillus gasseri
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Lactobacillaceae;g\_Lactobacillus;s\_Lactobacillus intestinalis
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Lactobacillaceae;g\_Lactobacillus;s\_Lactobacillus johnsonii
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Lactobacillaceae;g\_Lactobacillus;s\_Lactobacillus reuteri
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Lactobacillaceae;g\_Lactobacillus;s\_Lactobacillus salivarius
- k\_Bacteria;p\_Firmicutes;c\_Bacilli;o\_Lactobacillales;f\_Streptococcaceae;g\_Streptococcus;s\_Streptococcus danielae
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_vadinB860 group;g\_Clostridiales bacterium JN18\_A56\_K3\_Clostridiales bacterium JN18\_A56\_K
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_vadinB860 group;g\_uncultured bacterium;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Clostridiales vadinB860 group;g\_unidentified;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Clostridiales vadinB860 group;NA;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Family XIII;g\_[Eubacterium] brachy group;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Family XIII;g\_[Eubacterium] nodatum group;s\_uncultured organism
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Family XIII;g\_Family XIII AD3011 group;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Family XIII;g\_Family XIII UCG-001;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Acetatifactor;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Acetatifactor;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Blautia;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Blautia;s\_Lachnospiraceae bacterium 615
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Coproccoccus 1;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Coproccoccus 1;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Incertae Sedis;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnoclostridium;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnoclostridium;s\_[Clostridium] scindens
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnoclostridium;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnoclostridium;s\_uncultured Clostridiales bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae FCS020 group;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae NKA136 group;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae NKA136 group;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae NKA136 group;s\_uncultured Clostridiales bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae NKA136 group;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-001;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-001;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-001;s\_uncultured Clostridiales bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-004;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-004;s\_uncultured organism
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-005;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-005;s\_uncultured organism
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-005;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-006;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-008;s\_uncultured Clostridiales bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Lachnospiraceae UCG-010;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Marvinbryantia;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Roseburia;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Roseburia;s\_Eubacterium sp
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Roseburia;s\_mouse gut metagenome
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Roseburia;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Roseburia;s\_uncultured Clostridiales bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Roseburia;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Shuttleworthia;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Tyzzerella 3;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_Tyzzerella;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_Clostridium sp
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_Lachnospiraceae bacterium 3-1
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_Lachnospiraceae bacterium 6-1
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_mouse gut metagenome
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_uncultured Clostridiales bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;g\_uncultured;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;NA;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Peptococcaceae;g\_Peptococcus;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Peptococcaceae;g\_uncultured;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Peptococcaceae;g\_uncultured;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Anaerotruncus;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Anaerotruncus;s\_Anaerotruncus sp
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Anaerotruncus;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Anaerotruncus;s\_uncultured organism
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Anaerotruncus;s\_unidentified
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Intestinimonas;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Intestinimonas;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Intestinimonas;s\_uncultured Ruminococcaceae bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Oscillibacter;NA
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Oscillibacter;s\_[Clostridium] leptum
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Oscillibacter;s\_uncultured bacterium
- k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Oscillospira;NA

k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;s\_uncultured Clostridiales bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 5;s\_unidentified  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 6;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_bacterium enrichment culture clone M244  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_uncultured Clostridiales bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium 9;s\_unidentified  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium;s\_bacterium NLAE-zl-H60  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminiclostridium;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae NK4A214 group;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-004;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-005;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-009;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-010;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-010;s\_unidentified  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-013;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-013;s\_uncultured organism  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured Acetivibrio sp  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured Firmicutes bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured rumen bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_uncultured Ruminococcaceae bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcaceae UCG-014;s\_unidentified  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcus 1;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcus 1;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_Ruminococcus 1;s\_unidentified  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_[Clostridium] leptum  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_Oscillospiraceae bacterium VE202-24  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_uncultured bacterium  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;g\_uncultured;s\_unidentified  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Ruminococcaceae;NA;NA  
 k\_Bacteria;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;NA;NA;NA  
 k\_Bacteria;p\_Firmicutes;c\_Erysipelotrichia;o\_Erysipelotrichales;f\_Erysipelotrichaceae;g\_uncultured;s\_unidentified  
 k\_Bacteria;p\_Proteobacteria;c\_Alphaproteobacteria;o\_Rhodospirillales;f\_Rhodospirillaceae;g\_Thalassospira;s\_Azospirillum sp  
 k\_Bacteria;p\_Proteobacteria;c\_Alphaproteobacteria;o\_Rickettsiales;f\_Mitochondria;g\_Oryza meyeriana;s\_Oryza meyeriana  
 k\_Bacteria;p\_Proteobacteria;c\_Alphaproteobacteria;o\_Rickettsiales;f\_Mitochondria;NA;NA  
 k\_Bacteria;p\_Proteobacteria;c\_Betaproteobacteria;o\_Burkholderiales;f\_Alcaligenaceae;g\_Parasutterella;s\_uncultured bacterium  
 k\_Bacteria;p\_Proteobacteria;c\_Deltaproteobacteria;o\_Desulfovibrionales;f\_Desulfovibrionaceae;g\_Bilophila;s\_uncultured bacterium  
 k\_Bacteria;p\_Proteobacteria;c\_Deltaproteobacteria;o\_Desulfovibrionales;f\_Desulfovibrionaceae;g\_Desulfovibrio;s\_unidentified  
 k\_Bacteria;p\_Proteobacteria;c\_Epsilonproteobacteria;o\_Campylobacteriales;f\_Helicobacteraceae;g\_Helicobacter;NA  
 k\_Bacteria;p\_Proteobacteria;c\_Epsilonproteobacteria;o\_Campylobacteriales;f\_Helicobacteraceae;g\_Helicobacter;s\_uncultured Helicobacter sp  
 k\_Bacteria;p\_Saccharibacteria;c\_Unknown Class;o\_Unknown Order;f\_Unknown Family;g\_Candidatus Saccharimonas;s\_uncultured bacterium  
 k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Anaeroplasmatales;f\_Anaeroplasmataceae;g\_Anaeroplasmataceae;s\_uncultured organism  
 k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Anaeroplasmatales;f\_Anaeroplasmataceae;g\_Anaeroplasmataceae;s\_unidentified  
 k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Mollicutes RF9;f\_uncultured bacterium;g\_uncultured bacterium;s\_uncultured bacterium  
 k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Mollicutes RF9;f\_unidentified;g\_unidentified;s\_unidentified  
 k\_Bacteria;p\_Tenericutes;c\_Mollicutes;o\_Mollicutes RF9;NA;NA;NA  
 NA;NA;NA;NA;NA;NA  
 NA;p\_Firmicutes;c\_Clostridia;o\_Clostridiales;f\_Lachnospiraceae;NA;NA

**Supplementary Figure 8:** Legend for relative abundance at species level plots in Supplementary Figure 6.

How the deposited data were processed for this re-analysis (not part of the article)

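RNA from mid-colon sections of 60 mice was sequenced by the authors, 5 CIA and 5 naïve mice at each of ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20. According to the authors, stranded mRNA libraries were read as paired ends, the reads were demultiplexed with bcl2fastq 2.17.1.14, trimmed with Trimmomatic 0.36 and aligned to mm10 (GRCm38) with STAR 2.5.3, and Rsubread gave counts per gene. The counts used here are the raw counts per gene as deposited by the authors, for 27179 Entrez gene identifiers in 60 libraries, and nothing upstream of them was run again. Low counts were mostly even: 74.0% of counts from 1 to 20 were even, against 50.5% of the highest counts. An alternative with halved counts was therefore added. No library was a copy of another, and correlations between libraries of log2 CPM lay between 0.924 and 0.989.

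Symbols and positions came from the RefSeq table of GRCm38.p6 for 25275 identifiers and from GENCODE vM21 for 18, and 1886 identifiers with 0.528% of the counts had no name. The work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and data.table 1.17.8. Genes were kept by edgeR's filterByExpr with the 12 groups of treatment and time, a minimum count of 10 and a minimum total of 15, which left 18057 genes. Libraries were scaled by the trimmed mean of M-values. Treatments were compared over 60 libraries with edgeR's quasi-likelihood F test (legacy form) with treatment as the only term, and within each time point with the same test. CPM are given as mean ± SD. The SE of a fold change is its absolute log2 value over the square root of the F statistic.

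Rhythms were fitted at a period of 24 h to log2 CPM with a prior count of 2, with 5 models per gene and a Schwarz weight of at least 0.6. A difference in rhythm was tested with edgeR and limma, and a difference of the treatment effect between time points with edgeR on 5 degrees of freedom. The 53 gene lists were written by hand, 1386 of their 1390 entries matched the table, and they are not the lists of KEGG, Enrichr or xCell. They were tested with limma's camera (preset correlation 0.01, and an estimated correlation), with fry, by the permutation test on list scores, and for the rhythm classes by a one-sided Fisher's exact test. The mouse Reactome sets shipped with fgsea, 926 with 10 to 500 tested genes, were tested with camera and fry.

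Genes were named by a rule. It took the genes the paper names, the 12 genes higher and the 12 lower with the largest fold change among those with a mean of at least 10 CPM and the same direction at 6 of 6 time points, and up to 4 members with the smallest adjusted p of each list described. It also took the core clock genes, 5 genes per class of loss, gain and change by weight, 10 genes of the class same by amplitude, and up to 2 higher and 2 lower genes per time point. The restriction of that part to the lists described was made after the values of other lists' members were seen; before it 30 values of named genes changed sign in an alternative, and after it 4.

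On simulated data with planted changes, the pooled test found 74 of 100 genes at 1.5-fold and 91 of 100 at 2-fold, with 17 false calls among 18057 genes. With a planted amplitude of 0.5, the model selection found 37 of 50 genes with loss, 42 with gain, 42 with a shared rhythm and 39 with a shifted one, and placed 160, 171, 120 and 2 other genes in these classes. The shift was planted as 8 h, and 17857 genes were planted as arrhythmic. Recovery of smaller shifts, such as that of Per2, was not tested. Alternatives were other scaling and tests (DESeq2, voom with quality weights, robust fits), other filters, time or replicate number as a term, the smooth muscle score as a covariate, other thresholds, each time point and each library left out. The B cell score as a covariate was set beforehand for the IgA network and added for other results after values were seen. Also added after the values were seen were a linear model of list scores on time, smooth muscle score and treatment (adjusted over 52 lists), halved counts, and runs without pairs of libraries that stood apart by interferon, skeletal muscle or clock genes. The paper's microbiome, permeability, histology and flow data and its joint measurements are not analysed here. Results of some genes that the rule names are not reported here.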

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

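The tests of the muscle wall for the IgA network, macrophages, interferon-stimulated genes, loss of rhythm and list scores, and the tests without naïve libraries of high interferon score, were chosen after the result was seen; the library size test was added after the pooled result and before its own value.

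Over all time points 6860 genes differed between CIA and naïve mice, among them 32 tight junction genes higher and 15 IgA network and 14 macrophage genes lower. Of 100 splits of the mice, 1 gave as many genes (the real one; the highest other gave 81), so chance can be excluded, as it can for the 15 lower IgA genes and the 32 higher tight junction genes, where 1 split of 100 each was as large and the highest other gave 0. Library size as a covariate kept 94.5% of the calls, which argues against it as the whole cause; a B cell covariate kept 100% of the IgA calls, and the smooth muscle covariate 57.1% of the macrophage calls (8 of 14), which argues against lymphoid follicles and the muscle wall for these, and in a linear model with time it kept 73.5% of the difference in DNA replication score, 94.0% of that in proliferation score, 76.5% of that in cell cycle score and 76.4% of that in tight junction score (adjusted p = 0.0231, 0.0111, 0.0210 and 0.0179), which argues against the muscle wall as the whole cause of these scores. A larger share of muscle wall in the CIA sections may account for part of the rest: of the IgA score difference −4.65% was kept, and the smooth muscle covariate kept 10.5% of all calls (721 of 6860), 9.38% of the tight junction calls (3 of 32) and 13.3% of the IgA calls (2 of 15), with the median absolute log2 fold change of called genes at 0.29 before and 0.12 after and the median SE at 0.076 and 0.084. Of 6139 calls that ended, the fold shrank by a larger factor than the SE grew in 5055 and not in 1084 (median SE ratio 1.22). Among the 1084 were 8 of 22 DNA replication and 16 of 40 cell cycle calls, so a wider SE may have ended part of the calls. This SE is derived from the fold and the F statistic and is not independent of the fold. The smooth muscle score shares 39.8% of its variance with treatment, so an effect of CIA itself on the muscle wall stays open.

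Loss, gain or change of rhythm was assigned to 1314 genes, and 5 lists were enriched in the loss class. Of 100 splits 16 gave as many genes (the highest other gave 3077), so chance cannot be excluded, and for lists enriched in loss 6 of 100 were as large as the real 5 (highest other 8), so chance cannot be excluded there either. With the smooth muscle score in each model 72.2% of the loss genes (606 of 839) and 66.7% of the neuronal loss genes (10 of 15) took the class again, which argues against the muscle wall as the whole cause. An arrangement of mice by chance may account for the number of genes, and a difference in rhythm between treatments stays open.

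Interferon-stimulated genes were lower in CIA mice, 27 of 36, and at single time points 12 at ZT4 and 10 at ZT12. The smooth muscle covariate kept 51.9% of the calls (14 of 27), which argues against the muscle wall as the whole cause. A pair of naïve libraries that stand apart may account for part of the pattern, since without the naïve libraries Naive ZT4 replicate 5 and Naive ZT12 replicate 3 37.0% of the calls were kept (10 of 27), and Oas2 went from a log2 fold change of −1.43 to −0.61 and Stat2 from −0.57 to −0.33. What raised the score in both libraries was not tested.

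Of the splits for other results, 28 of 100 gave as many lists past the set test as the real 17 (highest other 27), so chance cannot be excluded there. Genes changed at single time points, 4192 in sum, were matched by 1 split of 100 (highest other 880), so chance can be excluded. The test of whether the change differs between time points passed 0 genes in edgeR, with 817 at an unadjusted p under 0.05, and 100 of 100 splits were as large (highest other 28).

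In single libraries the smooth muscle score was 9.42 in Naive ZT8 replicate 2, against 8.32 to 8.46 in the other 4 mice. The interferon score was 6.23 in Naive ZT12 replicate 3 (others 4.08 to 4.39). The skeletal muscle score was 3.15 in Naive ZT0 replicate 5 (others −0.38 to 0.16), −0.83 in Naive ZT4 replicate 1 (others 0.20 to 0.54) and 5.09 in CIA ZT12 replicate 2 (others −0.16 to 0.80). Arntl was at 12.0 CPM in Naive ZT4 replicate 4 (others 53.9 to 70.3) and 72.6 CPM in CIA ZT4 replicate 4 (others 28.7 to 41.0). Per2 was at 48.8 CPM in Naive ZT4 replicate 4 and at 209 CPM in CIA ZT16 replicate 5. Clock was at 84.3 CPM in CIA ZT8 replicate 4 and Per1 at 74.0 CPM in CIA ZT0 replicate 2. Cry1 was at 23.1 CPM in Naive ZT8 replicate 2 and 59.4 CPM in CIA ZT0 replicate 5. Nr1d1 was at 38.8 CPM in Naive ZT0 replicate 2 and 57.2 CPM in CIA ZT16 replicate 1. Cldn4 was at 143 CPM in CIA ZT0 replicate 2 and 180.1 CPM in CIA ZT4 replicate 2, and Jam3 at 18.6 CPM in Naive ZT16 replicate 4. Of 204 groups looked at, 19 held such a library, where values of no structure give 10.2.

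The 24 h rhythm differed between treatments in edgeR for Myh1 (adjusted p = 0.00354), Myh4 (adjusted p = 2.43e-06), Tnnc2 (adjusted p = 0.0299) and Atp2a1 (adjusted p = 0.00645), genes of skeletal muscle that were classed arrhythmic; without Naive ZT0 replicate 5 and CIA ZT12 replicate 2, the libraries of highest skeletal muscle score, edgeR passed 0 genes, with adjusted p of 0.728 or above for these 4. It also differed over the clock list for Per2 (adjusted p = 0.00969). Lists that the paper does not describe held 27 called interferon-stimulated genes, 14 macrophage and monocyte genes, 22 enteric neuron genes and 3 erythrocyte genes. By their clock genes, Naive ZT4 replicate 4 lay 4.25 h late and CIA ZT4 replicate 4 lay 3.0 h early, and the next library 2.75 h off. Whether the time labels of these libraries are right stays open, and with it the counts at ZT4 and the class of Nr1d1, which was change without both. Without both, a choice made after their values were seen, 1012 genes were higher and 1033 lower at ZT4; over 25 pairs of 1 naïve and 1 CIA library left out there the sum ran from 0 to 2045, with a median of 60, and the next largest was 1155.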

How the results depend on the processing

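These values show what moved when a choice was changed; the cause was not tested. Of 397 values in other settings 308 kept their call and size, and of 1440 values with 1 library left out 1354 did. A named gene without a call whose sign flipped counts among the kept. The tests without pairs of libraries and with halved counts, and the B cell covariate outside the IgA network, were chosen after the result was seen.

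The smooth muscle covariate left 481 genes higher and 496 lower, IgA 2, tight junction 6, adherens junction 4, cell adhesion 3, cell cycle 3 and DNA replication 1, and reversed Dkk2 (−0.10), Scube2 (−0.060), Jam2 (−0.21) and Tgfb2 (−0.00312). A mean of at least 5 CPM gave 2185 lower genes, IgA 6, DNA replication 15, inflammatory mediators higher 1 and loss 528. Without ZT4 DNA replication gave 15; without ZT8 IgA 8; without ZT12 IgA 8, cell cycle 27 and DNA replication 14; without ZT20 2426 lower genes, cell cycle 27 and DNA replication 13. The B cell covariate gave 7 inflammatory mediators higher. An absolute log2 fold change above 2 left 3 genes higher and 11 lower, and 0 in the IgA, tight junction, adherens junction, cell adhesion, cell cycle, DNA replication and inflammatory lists by edgeR.

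Akaike weights gave 698 genes with change, 2290 in the sum of loss, gain and change, and 5 clock genes changed. A weight of 0.4 gave loss 1425, gain 774, change 84 and sum 2283; a weight of 0.8 gave 329, 190, 13 and 532, with 3 lists and 0 Reactome sets enriched in loss. An amplitude of at least 0.5 gave 1209 rhythmic in naïve mice, same 1006, loss 193, gain 61, change 10 and sum 264. limma's F test within each treatment passed 3694 genes in both, 2969 in naïve mice alone and 1677 in CIA mice alone. limma's test of a difference in rhythm passed 0 genes, which gave 0 for loss, gain, change, their sum and clock genes changed. edgeR's interaction gave a sum of 4 and 0 clock genes. Without the skeletal muscle libraries 0 genes differed in rhythm by edgeR, loss was 1284, gain 689, change 128 and sum 2101, ZT0 gave 1 higher and 1 lower, ZT8 3 lower and ZT16 0 lower. Without the naïve interferon libraries 3 lists and 0 Reactome sets were enriched in loss, ZT0 gave 1 and 1, ZT4 0 and 1, and ZT16 0 lower. Without the off-clock libraries ZT4 gave 1012 and 1033 and ZT16 0 lower. An estimated correlation in camera passed 0 lists and 0 Reactome sets in either direction; fry passed 8 lists higher and 174 and 345 Reactome sets.

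Replicate numbers did not pair the mice: over 30 pairs the correlation had a median of −0.044 (−0.471 to 0.446), and 4 of 30 CIA libraries correlated best with their own number. With the replicate block 3156 genes were higher and 3559 lower, IgA 13, ZT0 1 and 0, ZT4 0 and 14 and ZT16 0 lower; as 30 pairs within time 3380 and 3938, IgA 14.

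With 1 library left out, lowest to highest, inflammatory mediators higher ran from 3 to 7, change 36 to 90, and the tight junction z-score 0.0775 to 0.117. At ZT0 0 to 581 genes were higher and 0 to 254 lower, at ZT4 0 to 546 and 0 to 576, at ZT8 0 to 2 and 0 to 18, at ZT12 222 to 652 and 545 to 1357, at ZT16 lower 0 to 2, and at ZT20 272 to 1351 and 386 to 1388.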

Differences from the paper's values

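The paper gives 8 down-regulated transcripts of the intestinal immune network for IgA production, and 15 were lower here. The list used here was written by hand and is not KEGG's. The paper's rhythmic count and percentage imply fewer detected transcripts than the 18057 genes tested here. That number is nearer the 11960 genes with a mean of at least 5 CPM. On those 11960 genes 6 were lower, and on 23577 genes with no filter on low counts 11 were lower. The gap may come from the list or from the genes tested. The paper's methods give FDR <0.05 and a limit on log fold change written as <−2 or <2, and its figure legend FDR <0.05 alone; the 15 are at an adjusted p under 0.05 alone. A value within 1.5 times of the paper's counts here as one that does not differ. In alternatives set before the data were examined the value did not differ from the paper's with no filter on low counts (11), a mean of at least 5 CPM (6), without ZT4 (10), without ZT8 (8), without ZT12 (8) or without ZT20 (10). It differed with DESeq2 size factors (14), the DESeq2 Wald test (14), voom with quality weights (18), robust fits (15), time as a term (15), the replicate block (13), the block within time (14), the smooth muscle covariate (2), without ZT0 (13), without ZT16 (14) and with an absolute log2 fold change above 2 (0 by edgeR). With 1 library left out it ran from 10 to 18 and differed in 44 of 60 runs.

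The paper describes a generalized up-regulation of tight junction transcripts irrespective of time. Here 32 were higher and 23 lower, and the score of the list was 6.15 ± 0.0356 in CIA mice and 6.10 ± 0.0461 in naïve mice (permutation test, adjusted p = 4.42e-05; higher in CIA at 6 of 6 time points). The difference in mean z-score was −0.020 at ZT0 and −0.13 at ZT20 and above 0 at the other 4 time points, 0.089 at ZT4, 0.18 at ZT8, 0.24 at ZT12 and 0.21 at ZT16. The paper lists antigen processing and presentation among pathways that lost rhythm, where 6 of 50 genes had loss (adjusted p = 0.209, one-sided Fisher's exact test). It reports comparable immune subsets by xCell, which was not used here. By flow cytometry it found lymphocyte number and the shares of myeloid, B and T cells and eosinophils unchanged, with similar histology. Those data are not analysed here. Here plasma cell, macrophage, T cell, dendritic cell and NK cell lists were lower in RNA of whole sections, which does not measure cell proportions. In a linear model with time and the smooth muscle score, plasma cell, macrophage and NK cell scores stayed lower. The T cell and dendritic cell scores did not pass in that model. Jam3 took the class loss with a weight of 0.818, and the paper's figure carries no mark of a rhythm for it.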

Other observations

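Scores of crypt stem cells and goblet cells were lower in CIA mice, beside a higher smooth muscle score. Of 10 crypt stem cell genes 6 were lower and Smoc2 higher (permutation test on the score, adjusted p = 0.0175), and of 14 goblet cell genes 6 were lower (adjusted p = 0.00474, permutation test). In camera the adjusted p was 0.324 for crypt stem cells and 0.0343 for goblet cells, and 0.665 and 0.617 with an estimated correlation. With the smooth muscle score as a covariate 0 and 1 genes were lower by edgeR, and the median log2 fold changes were 0.00424 and −0.027. Of 15 enteroendocrine genes 6 were lower and Sst and Scg3 higher, and of 12 tuft cell genes Rgs13 and Alox5 were among those lower, and Avil and Dclk1 were higher; without Naive ZT12 replicate 1 the lower tuft cell genes fell from 3 to 0 in edgeR. The scores of the enteroendocrine (adjusted p = 0.103), tuft cell (adjusted p = 0.731), absorptive (adjusted p = 0.0598) and whole epithelium lists (adjusted p = 0.886) did not pass the permutation test. Among 18 absorptive colonocyte genes Car4, Guca2b and Aqp8 were higher and Car1 lower, and among 10 genes of all epithelium Phgr1 was higher and Vil1 and Cdh1 lower. Members of the list for tryptophan, indole and the aryl hydrocarbon receptor response were lower. Cyp1a1 (gene 13076, chromosome 9, 57687928 to 57703824) had a log2 fold change of −2.13 (SE 0.54, adjusted p = 0.00129). Ahrr was at −0.49 (SE 0.11, adjusted p = 4.61e-04), Ahr at −0.16 (SE 0.043, adjusted p = 0.00209) and Ido1 at −1.18 (SE 0.32, adjusted p = 0.00313). Ido1 stood at 0.587 ± 0.338 CPM in CIA mice and 1.33 ± 1.93 CPM in naïve mice. Its log2 fold change ran from −1.25 to −0.81 with 1 library left out. Cyp1a1 is scarce, at 0.0497 ± 0.0516 CPM in CIA mice and 0.224 ± 0.535 CPM in naïve mice; it had a log2 fold change of −1.36 (adjusted p = 0.0203, edgeR) without Naive ZT16 replicate 5, and with voom and quality weights Cyp1a1 (−0.63) and Ido1 (−0.28) did not pass. Of 13 genes of this list 6 were lower and 0 higher. The smooth muscle covariate left Ahrr at −0.24 (adjusted p = 0.271) and Ahr at −0.060 (adjusted p = 0.513) in edgeR, which did not pass, and Cyp1a1 at −3.07 (adjusted p = 0.00292) and Ido1 at −1.64 (adjusted p = 0.00231), which did; with it 2 of the 13 genes were lower and 1 higher, and the score differed by −0.26 (SE 0.092, adjusted p = 0.0317) in a linear model with time. Of 9 genes of short chain fatty acids Ffar3 was higher and Slc5a8, Acss2 and Hcar2 lower. Of 50 genes of antigen processing 18 were lower and 1 higher (22 and 1 when adjusted over the list alone), with Calr, Pdia3 and H2-D1 at log2 fold changes of −0.48, −0.23 and −0.20 and Ctsl at 0.25. Under that covariate Calr, Pdia3 and H2-D1 did not pass in edgeR, at −0.32 (adjusted p = 0.151), −0.089 (adjusted p = 0.504) and −0.12 (adjusted p = 0.298), Ctsl was higher by 0.36 (adjusted p = 0.00142), and 0 genes of the list were lower. Genes named here outside the tryptophan and receptor list and the antigen processing list were chosen after their values were seen. Genes of all epithelium had 2 higher without CIA ZT12 replicate 5 and 1 lower without CIA ZT0 replicate 1, and the tryptophan and receptor list had 1 higher without CIA ZT8 replicate 1.

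Few markers of gut regions passed. Of 12 small intestine genes Sis, Slc5a1 and Anpep were lower, with a median above and a mean below 0, of 7 proximal colon genes Itln1 was lower, and of 9 pancreatic acinar genes Clps was lower, all named after their values were seen. Of 6 distal colon genes edgeR passed 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2; of 10 mitochondrial transcripts 0, with 2 and 2; and of 18 genes of bile acid and lipid handling 0, with 0 and 0, and with the score above and the median below 0. Of 20 immediate early genes 6 were higher, of 14 skeletal muscle genes 6 were higher, of 56 ribosomal protein genes 8 were higher and 15 lower, and of 15 heat shock genes Hspb1 and Cryab were higher and Hspd1, Hsp90ab1 and Hspa8 lower, named after their values were seen. With 1 library left out, the higher skeletal muscle genes ran from 1 (without CIA ZT12 replicate 2) to 10 (without Naive ZT0 replicate 5) and the lower ones from 0 to 3 (without CIA ZT12 replicate 2), so that 1 was higher and 3 lower without CIA ZT12 replicate 2; the DESeq2 Wald test gave 3 higher and 1 lower. With 1 library left out, lower proximal colon genes ran from 0 (without Naive ZT8 replicate 2) to 3 (without CIA ZT20 replicate 4). Mitochondrial transcripts had 2 higher without Naive ZT8 replicate 2, bile acid genes 1 higher without Naive ZT0 replicate 5, acinar genes 2 lower without CIA ZT0 replicate 4 and heat shock genes 1 lower without Naive ZT12 replicate 4. Of 53 lists, 5 passed camera upward and 12 downward, and 76 and 139 of 926 Reactome sets; with an estimated correlation 0 passed.

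At single time points (n = 5) edgeR called 2 genes higher and 2 lower at ZT0, 39 and 116 at ZT4, 0 and 6 at ZT8, 516 and 1159 at ZT12, 0 and 1 at ZT16 and 1109 and 1242 at ZT20. At an unadjusted p under 0.05 the genes numbered 3316, 3536, 1149, 4565, 1952 and 5393. At ZT0 and ZT4 the counts moved over 1.5 times without any 1 of the 10 libraries, at ZT8 without any but Naive ZT8 replicate 1, and at ZT16 without any but Naive ZT16 replicate 3. At ZT12 the higher genes fell to 222 without CIA ZT12 replicate 4, 269 without CIA ZT12 replicate 5, 298 without Naive ZT12 replicate 1 and 339 without Naive ZT12 replicate 5. At ZT20 they fell to 272, 459 and 677 without CIA ZT20 replicates 3, 4 and 5, and to 572, 525 and 348 without Naive ZT20 replicates 2, 4 and 5. The lower genes fell to 545 and 677 at ZT12 without CIA ZT12 replicates 4 and 5. At ZT20 they fell to 386, 683 and 741 without the same CIA libraries and to 581, 817 and 718 without the same naïve libraries. Itgb3 at ZT0 had a log2 fold change of 0.98 (adjusted p = 0.00244), Bphl −0.45 and Inpp5j −0.56. At ZT4 Rnd3 and Dstyk were higher and Slc38a10 and Isg20 lower; at ZT8 Rgs10 had a log2 fold change of −0.69 (adjusted p = 0.0416, edgeR); at ZT16 Dhodh had one of −0.51 (adjusted p = 0.0416, edgeR). At ZT12 Nav2 and Cdon were higher and Psmd14 and Rpl29 lower; at ZT20 Cds2 and Kcna1 were higher and Tmx1 and Ankrd49 lower. The difference of these effects between time points had an adjusted p of 0.949 or above.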
